# NOC4L coordinates neuronal and pharyngeal arch development by regulating ribosome biogenesis

**DOI:** 10.1093/jmcb/mjaf052

**Published:** 2025-12-08

**Authors:** Tujing Song, Yan Liu, Yunxiang Zhou, Xiaoyu Li, Liang Zhang, Guozhu Ning, Jingjing Zhang

**Keywords:** *noc4l*, neuron, pharyngeal arches, ribosome assembly, PPAR, zebrafish

## Abstract

Mutations in ribosome biogenesis-related genes or functional defects in ribosomal proteins can lead to a class of autosomal genetic disorders characterized by tissue-specific defects, termed ribosomopathies. NOC4L, a critical factor in ribosome biogenesis, participates in the maturation of the 40S small ribosomal subunit. However, its functions in neural and cartilage development remain incompletely understood. In this study, through generation and phenotypic characterization of a zebrafish *noc4l* knockout model, we identified severe developmental abnormalities including microcephaly, micrognathia, and embryonic lethality. Further analyses revealed that *noc4l* loss-of-function results in reduced proliferation, differentiation blockade, and apoptotic activation. Mechanistically, sucrose gradient analysis demonstrated the disrupted ribosome biogenesis in *noc4l* mutants, with significantly reduced 40S/80S subunits and polysome levels, ultimately leading to overall translational inhibition and concurrent suppression of metabolic pathways. Pharmacological PPARγ activation via rosiglitazone partially rescued craniofacial malformations, ameliorated neurodevelopmental defects, and prolonged mutant life span. Although inhibition of the p53 pathway can partially rescue the phenotype, the p53 pathway and metabolic pathways are likely independent contributing factors. Our study reveals the molecular basis of developmental defects in *noc4l* mutants through impaired ribosome assembly and demonstrates the therapeutic potential of metabolic interventions for ribosomopathies.

## Introduction

Ribosomopathies refer to a group of autosomal genetic disorders caused by mutations in ribosome biogenesis factors or ribosomal proteins, characterized by tissue-specific phenotypic defects (Yelick and Trainor, 2015). These disorders typically present with key clinical features including developmental defects, craniofacial abnormalities, hematopoietic dysfunction, and an increased risk of cancer (De Keersmaecker et al., 2015; Farley-Barnes et al., 2019; Sulima et al., 2019; Kampen et al., 2020). Although multiple pathogenic mutations in ribosomal proteins and ribosome biogenesis factors have been identified, the molecular mechanisms underlying their pathogenesis remain incompletely elucidated, and therapeutic options for these conditions remain limited.

NOC4L, the human ortholog of yeast Noc4p, functions as an essential ribosome biogenesis factor mediating nuclear export of the 40S ribosomal subunit (Milkereit et al., 2003). Studies have demonstrated that NOC4L deficiency selectively downregulates the expression of mRNAs associated with regulatory T cell activation (Zhu et al., 2019). A recent investigation revealed that NOC4L exerts p53-dependent suppression of tumor cell proliferation and inhibits tumor growth in nude mouse xenograft tumor models (Jia et al., 2022). Additionally, NOC4L has been shown to inhibit TLR4 endocytosis and abrogate the TRIF-dependent signaling pathway, thereby ameliorating chronic low-grade systemic inflammation and insulin resistance in murine models (Qin et al., 2021). Foundational studies demonstrated that targeted disruption of *noc4l* results in preimplantation embryonic lethality in mice (Qin et al., 2017). Notably, the pre-ribosomal factors NOP14, NOC4L, and UTP14A were identified as components of an EMG1-containing nucleolar subcomplex (Warda et al., 2016). This subcomplex is required for the nucleolar recruitment of EMG1. Collectively, these four nucleolar subcomplex members depend on UTP3 for their nucleolar localization (Bao et al., 2024). Nevertheless, the role of NOC4L in organogenesis, particularly its mechanistic involvement in regulating neuronal and skeletal development, remains poorly characterized.

Peroxisome proliferator-activated receptor gamma (PPARγ) functions as a ligand-activated transcription factor within the nuclear receptor superfamily (Mangelsdorf et al., 1995). It encodes two isoforms (PPARγ1 and PPARγ2), generated via alternative splicing (Zhu et al., 1995), and plays pleiotropic roles in lipid metabolism, apoptosis, and inflammation (Sauer, 2015). In the central nervous system (CNS), PPARγ is widely expressed across neuronal, astrocytic, oligodendrocytic, and microglial populations (Bernardo and Minghetti, 2008). Agonists of PPARγ mitigate neuroinflammation in Parkinson’s disease models by suppressing microglial and astrocytic activation; for instance, rosiglitazone reduces dopaminergic neuron loss (Pisanu et al., 2014). Downregulation of PPARγ impairs neural progenitor differentiation (Di Giacomo et al., 2017), while its upregulation counteracts drug-induced brain developmental defects (Muhsen et al., 2021). In cartilage development, PPARγ expression is indispensable for normal cartilage morphogenesis (Monemdjou et al., 2012), and its inhibition promotes chondrocyte apoptosis (Ji et al., 2020), highlighting its key role in chondrocyte survival and function. The involvement of PPARγ in ribosomopathies remains unclear.

In this study, we utilized CRISPR/Cas9 gene knockout technology to generate *noc4l* homozygous mutant zebrafish and found that *noc4l* mutation exhibited embryonic lethality at early developmental stages, accompanied by characteristic phenotypes including microcephaly and micrognathia. Using this zebrafish model, we investigated the molecular mechanisms underlying the head and pharyngeal arch developmental defects caused by *noc4l* deficiency and identified potential therapeutic strategies that may alleviate microcephaly and micrognathia in patients.

## Results

### noc4l exhibits specific high expression in the nervous system and pharyngeal arches of zebrafish embryos

This study focuses on NOC4L, a member of the nucleolar subcomplex. Leveraging the advantages of the zebrafish model, to explore NOC4L’s functional roles and biological significance in developmental biology, we first systematically analyzed the spatiotemporal expression patterns of the *noc4l* gene during zebrafish embryonic development. Whole-mount *in situ* hybridization (WISH) results showed that *noc4l* transcripts were expressed from the zygotic stage (Figure 1). By the end of gastrulation, *noc4l* exhibited a broad expression pattern (Figure 1). As embryonic development progressed, by 24 hours post-fertilization (hpf), the expression of *noc4l* expanded to structures such as the retina, optic tectum, muscle, and endoderm (Figure 1). After 36 hpf, the expression of *noc4l* gradually became tissue-specific, mainly confined to organs including the midbrain–hindbrain boundary, eyes, pharyngeal arches, digestive system, and caudal hematopoietic tissue (CHT) (Figure 1). It exhibited high expression consistency with the nucleolar subcomplex members *nop14* and *emg1* (Supplementary Figure S1). Notably, specific and elevated expression of *noc4l* was observed in the nervous system and pharyngeal arches of zebrafish embryos.

**Figure 1:**
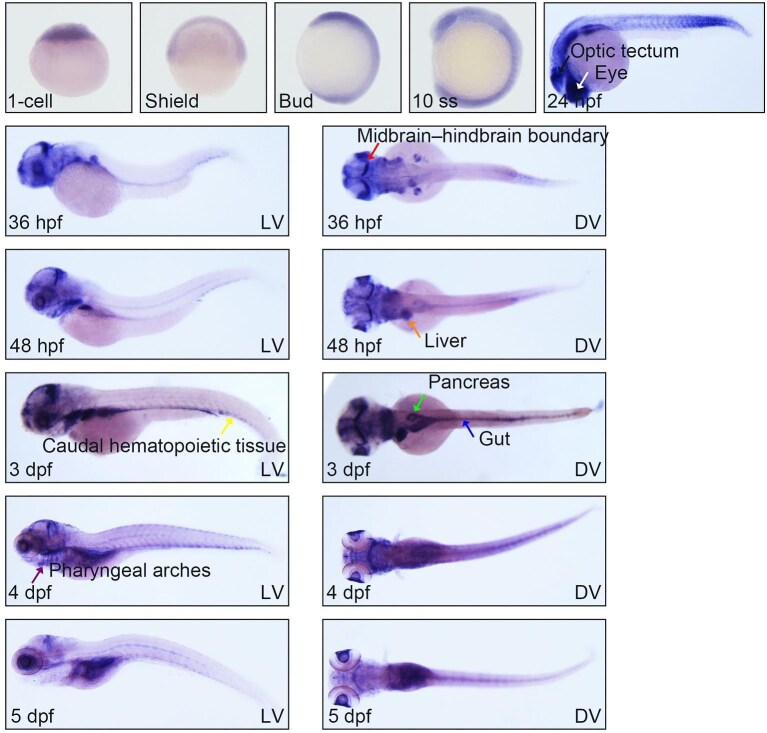
Expression patterns of *noc4l* in early zebrafish development. WISH analysis reveals the spatial and temporal expression of *noc4l* at the indicated developmental stages: 1-cell, shield, bud, 10 ss, 24 hpf, 36 hpf, 48 hpf, 3 dpf, 4 dpf, and 5 dpf. Arrows highlight specific anatomical structures: optic tectum (black), eye (white), midbrain–hindbrain boundary (red), liver (orange), CHT (yellow), pancreas (green), gut (blue), and pharyngeal arches (purple). Scale bar, 100 μm. ss, somite stage; LV, lateral view; DV, dorsal view.

### Loss of noc4l function in zebrafish results in developmental abnormalities

Given the prominent expression of *noc4l* in the midbrain–hindbrain boundary and pharyngeal arches, we utilized CRISPR/Cas9 gene-editing technology to generate a *noc4l* mutant zebrafish strain. Specifically, a single-guide RNA (gRNA) that targets the fourth exon of the *noc4l* gene was co-injected with Cas9 protein into wild-type embryos at the single-cell stage, successfully introducing a 5-base-pair deletion in the coding sequence of *noc4l* (Supplementary Figure S2A). This deletion caused premature termination of Noc4l translation, resulting in a truncated protein of only 185 amino acid residues (Supplementary Figure S2A). To validate the knockout efficiency, WISH analysis was performed at 3.5 days post-fertilization (dpf), revealing a significant reduction in *noc4l* mRNA expression levels in the mutants, confirming the successful generation of the *noc4l* knockout zebrafish strain (Supplementary Figure S2B). Quantitative real-time PCR (Q-PCR) analysis revealed a significant downregulation of *noc4l* mRNA expression in *noc4l* mutants (Supplementary Figure S2C). In mouse models, homozygous *noc4l* mutations are embryonically lethal. However, in zebrafish, homozygous *noc4l* mutants can survive until 5–12 dpf, likely due to the maternally deposited *noc4l*, which sustains zebrafish embryogenesis in the absence of zygotic *noc4l*.

We compared morphologies of *noc4l* mutants and sibling controls at 72 hpf, 3.5 dpf, and 4 dpf and measured their head length and eye width. At 72 hpf, *noc4l* mutants showed no significant difference in head morphology. However, after 72 hpf, *noc4l* mutants exhibited smaller heads, eyes, and pharyngeal arches compared to their siblings (Supplementary Figure S3A and B). *noc4l* mutants showed progressive lethality from 5 dpf, and the last surviving mutants died at 12 dpf. By 5 dpf, developmental defects in *noc4l* mutants aggravated, with significantly smaller heads and eyes compared to siblings (Figure 2A and B). Additionally, *noc4l* mutants exhibited marked cartilage developmental defects, along with pericardial edema and absent swim bladders (Figure 2A). To further characterize the phenotypes, we measured the body lengths of sibling controls and *noc4l* mutants at 5 dpf. No significant difference was observed between two groups (Supplementary Figure S3C and D), suggesting that the aforementioned phenotypic defects are specific and not attributable to systemic developmental delay. Notably, the *noc4l* mutants with the 1-base-pair deletion (with a 15-bp insertion) genotype exhibited consistent phenotypes (Supplementary Figure S4). This study selected the *noc4l* mutants with a 5-base-pair deletion genotype for subsequent phenotypic analysis and mechanistic investigation. In order to ensure genotype consistency across samples in subsequent experiments, the embryos were genotyped by PCR as shown in Supplementary Figure S2D.

**Figure 2:**
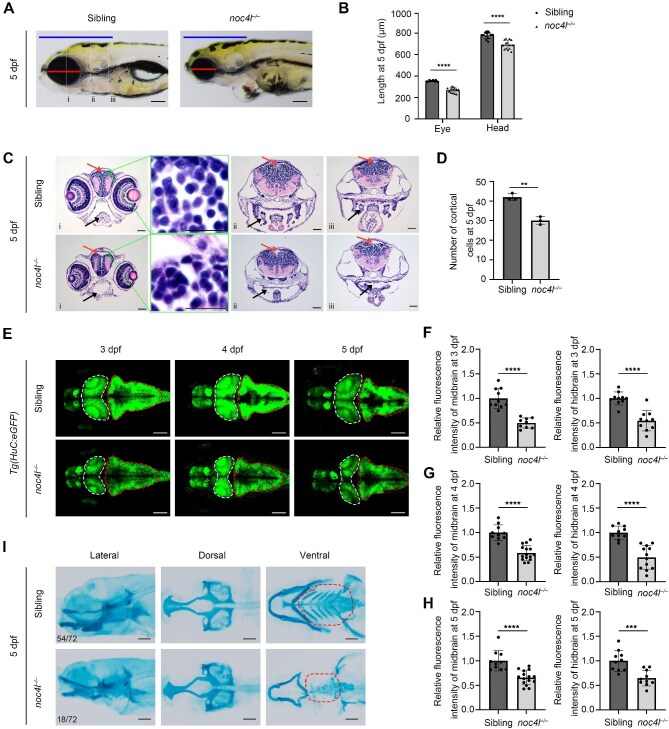
Phenotypic characterization of *noc4l* mutants. (**A**) Bright-field images (lateral view) of 5 dpf siblings and *noc4l* mutants. Mutants display reduced head size (blue line), smaller eyes (red line), diminished mandibular structures, pericardial edema, and absent swim bladder. (**B**) Quantification of head size and eye size at 5 dpf (*n* > 3, ****P < 0.0001). (**C**) HE staining of transverse paraffin sections (locations indicated by white dotted lines in **A**) of the brain at 5 dpf. Black arrows: mandible; red arrows: brain ventricle. (**D**) Quantification of cortical cell numbers in the region marked in **C** (*n* = 3 biologically independent animals, mean ± SD, *P* < 0.01). (**E**) Dorsal views of neuronal expression in the *Tg(HuC:eGFP)* background at 3 dpf, 4 dpf, and 5 dpf. White and red dotted circles indicate midbrain and hindbrain regions, respectively. (**F**–**H**) Quantification of relative fluorescence intensity in the midbrain and hindbrain at 3 dpf (**F**; *n* > 3, ****P < 0.0001), 4 dpf (**G**; *n* > 3, ****P < 0.0001), and 5 dpf (**H**; midbrain: *n* > 3, ****P < 0.0001; hindbrain: *n* > 3, ***P < 0.001). (**I**) Alcian blue staining of the head region (lateral, dorsal, and ventral views) at 5 dpf, showing malformed pharyngeal arch development. Red dotted circles indicate the ceratobranchial cartilage. Scale bar, 100 μm.

To investigate the internal structural changes in *noc4l* mutants, we performed paraffin sectioning and hematoxylin–eosin (HE) staining on zebrafish samples. Cross-section analysis of three distinct planes (Figure 2A) corresponding to midbrain and hindbrain regions revealed significant cerebral ventricular dilation and mandibular cartilage absence in all planes of *noc4l* mutants (Figure 2C). Given the association between microcephaly and the reduced cortical neuron number, we quantified cortical neurons in the first plane and found a significant decrease in *noc4l* mutants (Figure 2C and D).

High expression level of *noc4l* in zebrafish brain and pharyngeal arch regions during development suggests that *noc4l* is essential for neural tissue and pharyngeal arch development. To test this hypothesis, we crossed *noc4l* mutants with a neuron-specific reporter *HuC:eGFP* zebrafish line (Moon et al., 2020). Fluorescence reporter analysis revealed that the relative fluorescence intensity of neurons in the midbrain and hindbrain regions of *noc4l* mutants was significantly lower than that of siblings at 3 dpf, 4 dpf, and 5 dpf (Figure 2E), indicating a marked reduction in the number of neurons in these regions of the mutants. Statistical analysis confirmed the significance of these differences (Figure 2F–H). Alcian blue staining showed that most *noc4l* mutants had abnormal pharyngeal arch structures at 5 dpf, with the reduced ceratobranchial cartilage number in pharyngeal arches (Figure 2I). Importantly, injection of 200 pg *noc4l* mRNA was able to restore both defects (Supplementary Figure S5). In addition, we found that the liver size of *noc4l* mutant zebrafish was smaller at 3.5 dpf (Supplementary Figure S6A). Meanwhile, the expression of the hematopoietic stem cell marker *cmyb* slightly decreased and the expression of the T-cell marker *rag1* was abolished in the thymus of *noc4l* mutants at 4 dpf (Supplementary Figure S6B). However, these hepatic and hematopoietic developmental defects were not life-threatening. Altogether, *noc4l* mutant zebrafish exhibited developmental defects in cranial neurons and pharyngeal arches.

### Impaired differentiation, decreased proliferation, and increased apoptosis contribute to brain and pharyngeal arch defects in noc4l mutants

Morphological analysis indicated that the developmental defects in the brain and pharyngeal arches of *noc4l* mutants might be associated with changes in cell number. Then, we examined the levels of cell differentiation, proliferation, and apoptosis within the brain and pharyngeal arch regions of *noc4l* mutants and their siblings at 3.5 dpf or 4.5 dpf. Expression level of the differentiating chondrocyte marker *col2a1a* (Yan et al., 2002) was reduced in the ceratobranchial cartilage of *noc4l* mutants at 3.5 dpf (Figure 3A). The ceratobranchial cartilage disappeared in the *Tg(col2a1a:h2afv-mCherry)* transgenic background (Figure 3B), confirming cartilage developmental defects in *noc4l* mutants. Furthermore, we analyzed the expression profiling of the oligodendrocyte marker *olig2* (Zaucker et al., 2013), the CNS marker *map2*, and the midbrain–hindbrain boundary marker *pax2a* (Lei et al., 2017). All these markers showed the reduced expression in the brain of *noc4l* mutants at 3.5 dpf, indicating that *noc4l* knockout leads to impaired differentiation of neurons and pharyngeal cartilage (Figure 3C). Immunofluorescence results revealed a significant reduction in bromodeoxyuridine (BrdU) signal in the midbrain and pharyngeal arch regions of *noc4l* mutants, indicating decreased cell proliferation (Figure 3D and E). Additionally, TUNEL assays detected prominent apoptotic signals in the midbrain and pharyngeal arch regions of *noc4l* mutants, suggesting elevated levels of apoptosis (Figure 3F and G). Collectively, brain and pharyngeal arch defects in *noc4l* mutants were driven by impaired cell differentiation, reduced proliferation, and elevated apoptosis.

**Figure 3:**
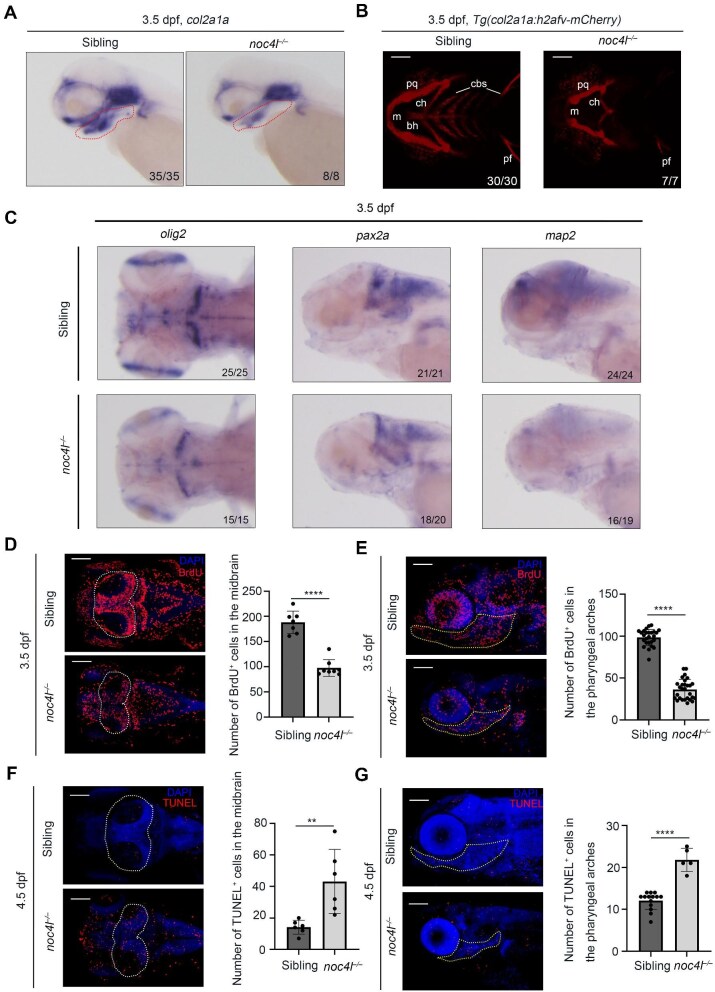
Analyses of cell differentiation, proliferation, and apoptosis in the midbrain and pharyngeal arches of siblings and *noc4l* mutants. (**A**) Altered expression of *col2a1a* in 3.5 dpf *noc4l* mutants compared to siblings. The dashed line outlines the pharyngeal area. (**B**) Ventral views of the head region in *Tg(col2a1a:h2afv-mCherry)* larvae at 3.5 dpf, revealing cartilage developmental defects in mutants. bh, basihyal; cb, ceratobranchial; ch, ceratohyal; m, Meckel's cartilage; pq, palatoquadrate; pf, pectoral fins. (**C**) Expression changes of neuronal markers (*olig2, pax2a*, and *map2*) in 3.5 dpf *noc4l* mutants. (**D**) BrdU immunofluorescence (red) detecting cell proliferation in the midbrain (dorsal view; white dotted circle). Right panel: quantification of BrdU-positive cells in the midbrain (*n* > 3, ****P < 0.0001). (**E**) BrdU immunofluorescence (red) detecting cell proliferation in the pharyngeal arches (lateral view; yellow dotted circle). Right panel: quantification of BrdU-positive cells in the pharyngeal arches (*n* > 3, ****P < 0.0001). (**F**) TUNEL assay (red) detecting apoptosis in the midbrain (dorsal view; white dotted circle). Right panel: quantification of TUNEL-positive cells in the midbrain (*n* > 3; **P < 0.01). (**G**) TUNEL assay (red) detecting apoptosis in the pharyngeal arches (lateral view; yellow dotted circle). Right panel: quantification of TUNEL-positive cells in the pharyngeal arches (*n* > 3; ****P < 0.0001). Scale bar, 100 μm.

### Ribosome synthesis and protein translation are compromised in noc4l mutants

According to previous literature, NOC4L is a crucial molecule closely associated with ribosome biogenesis (Milkereit et al., 2003). To determine whether ribosome synthesis as well as protein translation are impaired in *noc4l* mutants, we analyzed the processing of 47S pre-rRNA in siblings and *noc4l* mutants by northern blotting, employing probes that target the 5′ETS, ITS1, and ITS2 areas of 47S pre-rRNA (Figure 4A). No abnormal pre-rRNA processing intermediates were detected by the ITS2 probe, while an additional smaller band was detected by either the 5′ETS or ITS1 probe (Figure 4B), indicating a defect in 18S rRNA processing. Subsequently, we analyzed the ribosome profiling in *noc4l* mutants and siblings at 5 dpf by sucrose density gradient centrifugation. The results revealed a significant reduction in 40S and 80S ribosomal subunits and polysomes but an increase in the 60S ribosomal subunit in *noc4l* mutants (Figure 4C). This defect in ribosome biogenesis further suppressed nascent protein synthesis, evidenced by the results of puromycin incorporation assays (Figure 4D and E) and immunohistochemical (IHC) staining of brain sections with an anti-puromycin antibody (Figure 4F). Taken together, *noc4l* mutants exhibited impaired ribosome synthesis and protein translation.

**Figure 4:**
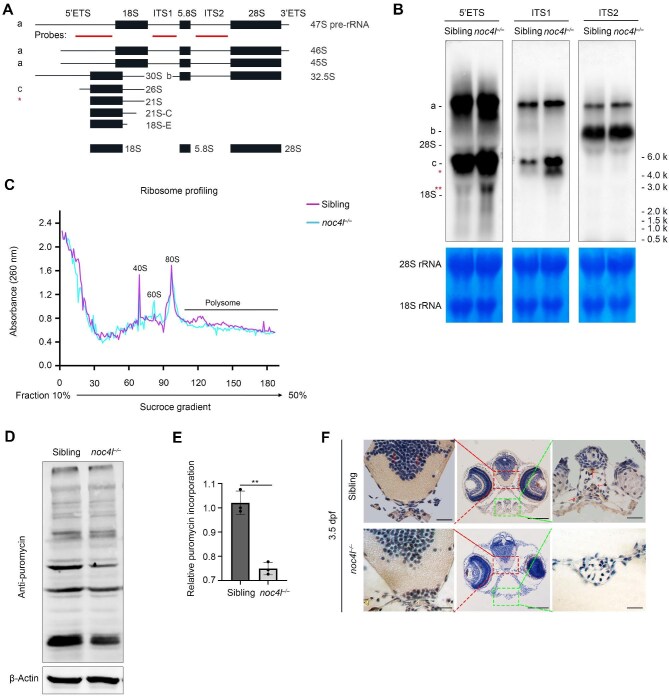
Impairment of rRNA processing and protein translation in *noc4l* mutants. (**A**) Schematic of the 47S pre-rRNA processing pathway in zebrafish, with probe locations (red lines) for 5′ETS, ITS1, and ITS2 indicated. (**B**) Northern blot analysis of 5 dpf siblings and mutants using the specified probes. Bands corresponding to normal 47S pre-rRNA intermediates (a, b, c) and additional intermediates (red asterisks) are marked. Methylene blue staining of 28S and 18S rRNA serves as the loading control. (**C**) Ribosome profiling analyzed by sucrose density gradient centrifugation in 5 dpf siblings and mutants. (**D** and **E**) Puromycin incorporation assay assessing nascent protein synthesis at 3.5 dpf, detected by immunoblotting with an anti-puromycin antibody. β-Actin serves as the loading control. Quantification of band intensity shows an ∼25% reduction in global translation efficiency in mutants (*n* = 3, **P < 0.01). (**F**) IHC on transverse paraffin sections using an anti-puromycin antibody (brown deposition, red arrows) reveals localized translation defects at 3.5 dpf. Scale bar, 100 μm.

### Metabolic pathways are downregulated in noc4l mutants

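RNA of heads from 5 dpf siblings and noc4l mutants was sequenced, with 1 library per genotype. noc4l, the gene disrupted in the mutants, had 443 counts in the sibling library and 45 in the mutant library, with exact Poisson 95% confidence intervals of 403 to 486 and 32.8 to 60.2. Its log2 ratio of mutant to sibling was -3.58, with a 95% counting interval of -4.07 to -3.15. Genes of nucleolar partners of Noc4l had RNA ratios above 1 and under 2. The log2 ratio was 0.69 for nop14 (0.45 to 0.94), 0.55 for emg1 (0.31 to 0.79) and 0.43 for utp3 (0.27 to 0.58). utp14a was not found under that symbol. The table the authors deposited gives estimated counts and FPKM for each gene, and the submitters' processing notes name HISAT2 and featureCounts. Counts summed to 15018488 in the sibling library and 17395024 in the mutant library. They were scaled here by TMM in edgeR. A gene was counted as higher or lower in the mutant library at a ratio of 2 or more, among the 17243 genes with at least 100 counts over both libraries. With 1 library per genotype there is no replicate check and no test was made. Intervals of counts and of their ratios cover counting error only. GEO's labels give the genotype of the sibling library as WT, whereas the paper names siblings, and the paper's text does not give the number of libraries.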

To identify differentially expressed genes (DEGs) and elucidate the pathways affected by *noc4l* knockout, we performed RNA sequencing (RNA-seq) analysis. 

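Many genes of drug metabolism and markers of the digestive organs were lower in the mutant RNA-seq library. Of 1500 measured genes annotated to KEGG metabolic pathways, 226 were lower and 26 were higher. Their sum of 252 stood against 144 expected (1.75-fold enrichment) and placed this annotation at rank 1 of 328 pathways. Metabolism of xenobiotics by cytochrome P450 had 35 of 55 genes lower and rank 2. cyp3a65, a cytochrome P450 of intestine and liver, had 8180 counts in the sibling library and 837 in the mutant library, a log2 ratio of -3.58 (95% counting interval -3.69 to -3.48). ugt1a1, an enzyme that attaches glucuronate to drugs and bilirubin, had a log2 ratio of -2.57 (-2.67 to -2.47).
Markers of the digestive organs moved with these genes. All 27 measured markers of exocrine pancreas were lower, with a median log2 ratio of -4.89. Of 43 intestine markers 36 were lower and 1 was higher (median -2.25), and of 60 liver markers 42 were lower and 1 was higher (median -1.37). Each of these medians lay below those of 10000 random lists of the same size, matched on mean expression. The elastase gene ela2 had 6907 counts in the sibling library and 8 in the mutant library, and fabp10a, a fatty acid-binding protein of liver, had 5052 and 33.
Of all measured genes, 541 were higher and 1062 lower in the mutant library. lepb, which encodes a leptin, had 0 counts in the sibling library and 183 in the mutant library. It was 49.8-fold higher with the 0 set to a floor of 3 counts (lower end of the counting interval 40.1-fold). timp2b, an inhibitor of matrix metalloproteases, had a log2 ratio of 3.45 (3.27 to 3.65). Of 23 genes of cytokines and inflammation 9 were higher and 0 lower (median 0.90). The plot of list medians shows these groups beside the others. Pathways were ordered by Fisher's exact test over the annotated genes, and its p-values are not given because genes of 1 library per genotype are not replicates.

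**Figure D1:**
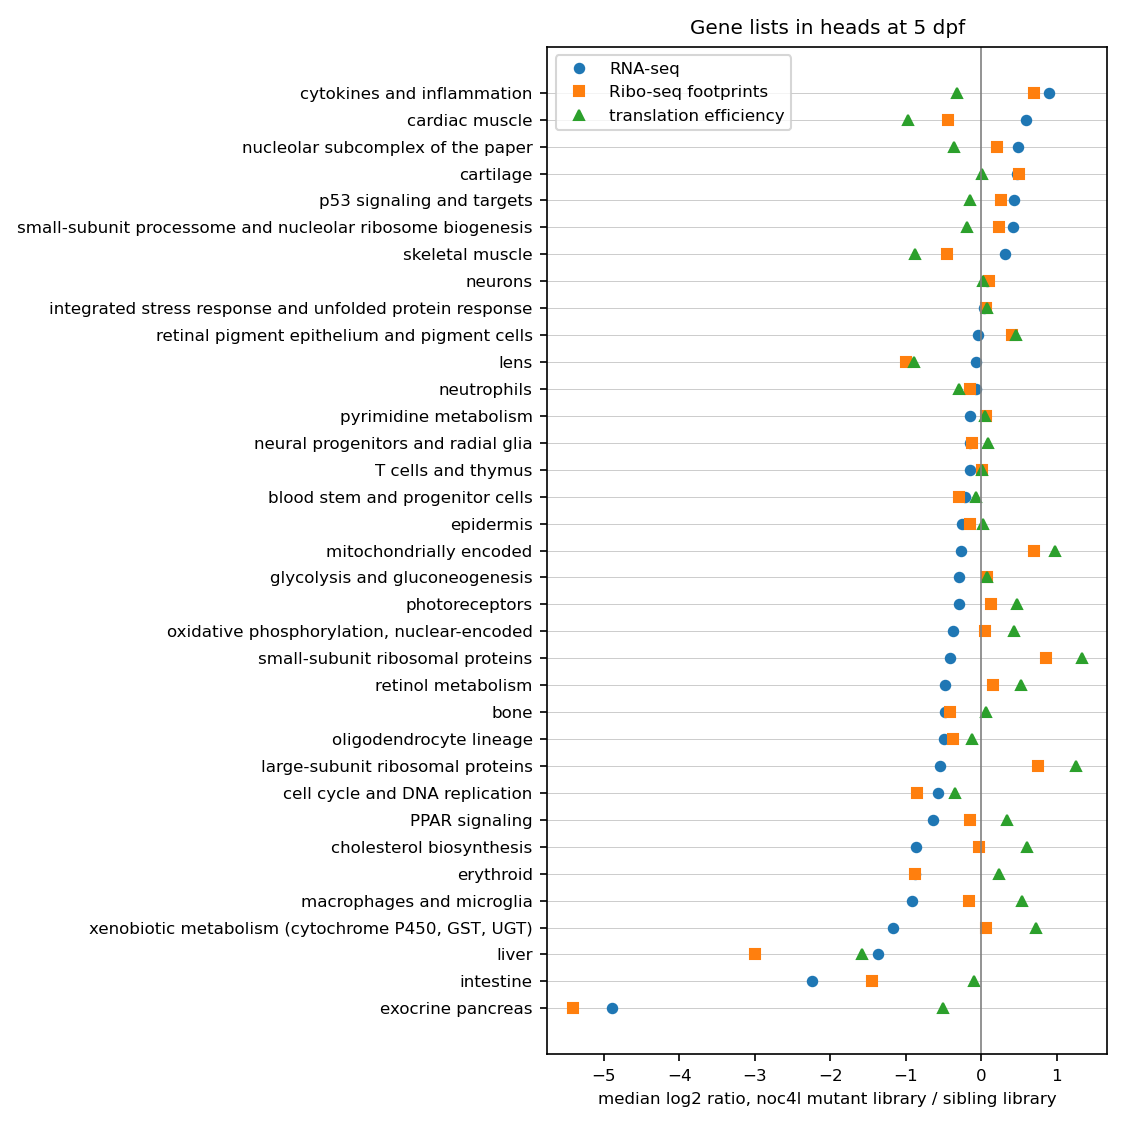
Median log2 ratio of noc4l mutant to sibling library (x axis) for 35 gene lists (y axis), as points for RNA-seq, Ribo-seq footprints and translation efficiency. Exocrine pancreas lies lowest in RNA-seq at -4.89, and cytokines and inflammation highest at 0.90.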

The results showed that the DEGs between *noc4l* mutants and siblings were primarily enriched in metabolic pathways, which are crucial for maintaining basic cellular physiological functions (Figure 5A). 

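Ribosome-protected fragments of heads at 5 dpf were sequenced in 1 library of siblings and 1 of noc4l mutants. noc4l had 93 footprint counts in the sibling library and 15 in the mutant library (Poisson intervals 75.1 to 114 and 8.40 to 24.7). The log2 ratio of its footprints was -4.01 (-4.94 to -3.25), and that of its translation efficiency was -0.43 (-1.32 to 0.46), with a sign that total counts reverse (0.20). Footprint counts summed to 12181046 in the sibling library and 19823848 in the mutant library. A group of 4 abundant loci, singled out after their values were seen, took 51.07% of the sibling counts and 18.98% of the mutant counts (Clopper-Pearson 95% intervals 51.04% to 51.09% and 18.966% to 19.001%). The most abundant, zgc:158463, held 31.5% and 8.56%, and RefSeq annotates it as an rRNA gene on the assembly GRCz12tu. Of the other 3, AL935186.10 had the larger share in the mutant library, 6.17% and 7.31%. The deposited Ribo-seq values are the authors' estimated counts and TPM. Scaling by total counts put the median log2 ratio of the 15729 measured genes at 0.74, the authors' deposited fold changes put it at 1.11, and the TMM scaling used here put it at 0.02. Ratios are given relative to TMM, and scaling by total counts would add the same shift to each. Translation efficiency was the ratio of footprint CPM to RNA CPM, for 14455 genes with at least 100 counts in each assay. TMM centres each assay on its typical gene, and the median log2 ratio of translation efficiency was -0.01. Higher and lower translation efficiency are thus relative to other genes. A fall in translation common to all genes, such as the lower puromycin incorporation the paper reports, would not show in these ratios. GEO's labels describe poly(A) mRNA libraries for these samples too, whereas the paper's methods describe RNase digestion and a sucrose gradient.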

To further investigate the impact of ribosome biogenesis defects on downstream signaling pathways in *noc4l* mutants, we conducted a systematic ribosome sequencing (Ribo-seq) analysis. The translation efficiencies for each gene in siblings and *noc4l* mutants at 5 dpf were calculated and compared to identify the genes with significantly reduced translation efficiency in mutants. These genes were primarily enriched in metabolic pathways, in particular a marked downregulation in the PPAR signaling pathway, which is mainly involved in regulating cellular metabolism (Figure 5B). 

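Ribosomal protein genes had higher translation efficiency in the mutant libraries, relative to the typical gene. Of 34 small-subunit genes 31 were higher and 0 lower, with a median log2 ratio of 1.33, and of 47 large-subunit genes 40 were higher and 0 lower, with a median of 1.26. rps15a, a protein of the small subunit, had a log2 ratio of translation efficiency of 1.89 (95% counting interval 1.78 to 2.00), from 1.23 in footprints and -0.66 in RNA. rpl11, a protein of the large subunit, had 1.53, with footprints 2.58-fold higher (2.47 to 2.69) and a log2 ratio of -0.17 (-0.20 to -0.13) in RNA. The KEGG ribosome pathway ranked 1 of 323 for higher translation efficiency, with 73 of 129 genes against 5.94 expected. Several genes of plasma proteins and of muscle had lower translation efficiency. The paper's methods describe separate head collections for RNA-seq and Ribo-seq. A different amount of liver or muscle in a sample could also move this ratio, and whether it did stays open. Complement and coagulation cascades ranked 1 of 323 for lower translation efficiency, with 10 of 21 genes (17.5-fold enrichment). Among its members, the fibrinogen chains fgb and fga had log2 ratios of -2.68 (-2.99 to -2.38) and -2.55 (-2.79 to -2.30). apom, an apolipoprotein made in liver, had -3.25 (-3.66 to -2.84). Cardiac muscle contraction ranked 2, with 20 of 121 genes (6.08-fold), and the muscle actin gene actc1b had -1.17 (-1.20 to -1.15). Of 49 liver markers 32 were lower and 4 higher (median -1.58), and of 89 skeletal muscle markers 35 were lower and 1 higher (median -0.88). Over all measured genes, 513 were higher and 460 lower in translation efficiency, and 298 were higher and 568 lower in footprints. Scaling by total counts gave 2889 higher and 120 lower in translation efficiency, and 3474 higher and 200 lower in footprints. The authors' deposited fold changes of footprints, with their P values adjusted again over the same genes, gave 9771 higher and 152 lower. Ribosomal proteins and muscle genes belong to families of similar sequence, and how reads shared between members were counted is not given in the sources used here.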

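In the KEGG PPAR signaling pathway, 3 of 70 measured genes had lower translation efficiency in the mutant libraries and 11 had higher. The 3 lower genes were apoa1b, an apolipoprotein of high-density lipoprotein, with a log2 ratio of -2.73 (95% counting interval -2.82 to -2.64), me1, the cytosolic malic enzyme, with -1.35 (-1.89 to -0.81), and pparda, a PPAR receptor, with -1.09 (-1.75 to -0.44). The ratio of pparda was -0.46 with total counts. It was 0.010 from the deposited TPM and FPKM with 1 added to each, a setting that changes both the unit and the number added. The fatty acid transporter cd36 had the largest ratio of the 70, 3.57 (3.08 to 4.05), and the desaturase fads2 had 2.43 (1.98 to 2.89). These ratios come mostly from lower RNA, with log2 ratios of -3.19 for cd36 and -2.78 for fads2, against 0.37 (-0.09 to 0.88) and -0.35 (-0.68 to -0.01) in footprints.
The lower genes of this pathway stood against 1.90 expected (1.58-fold enrichment, 95% interval 0.33 to 4.42, with genes treated as independent). Metabolic pathways held 32 of 1343 genes with lower translation efficiency against 36.5 expected (0.88-fold), and 98 with higher against 61.8 expected (1.59-fold). Pyrimidine metabolism held 4 of 55 lower genes. With a minimum of 10 counts per assay in place of 100, 10 PPAR pathway genes were lower in translation efficiency, and with total counts in place of TMM 1 was, apoa1b. The liver markers that share tissue with many of these genes held 3.34% of RNA counts in the sibling library and 1.595% in the mutant library, and 0.631% and 0.207% of footprint counts outside the 4 abundant loci.

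**Figure D2:**
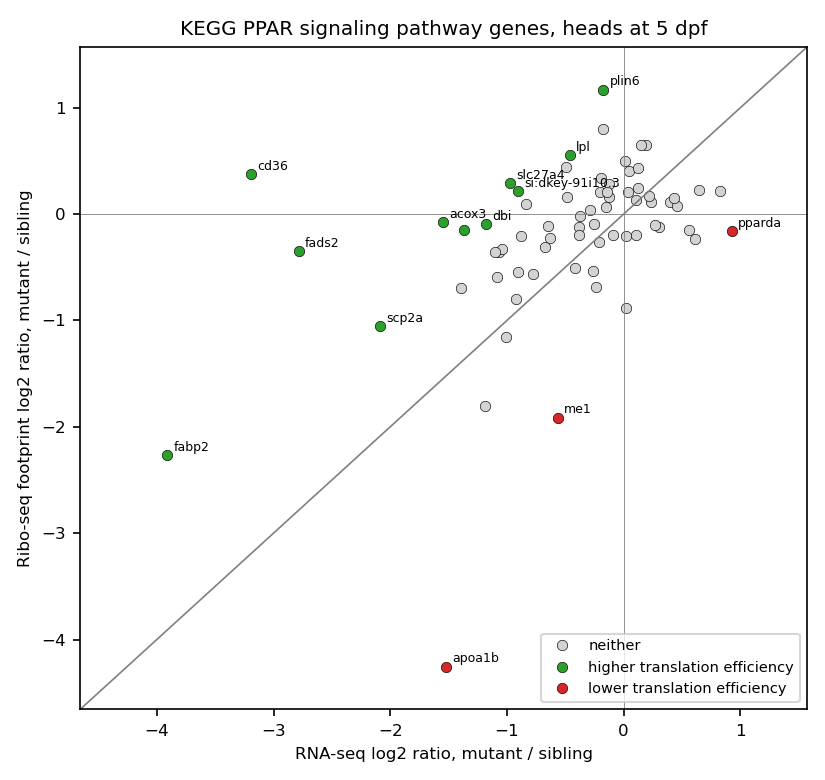
Log2 ratio of noc4l mutant to sibling library in RNA-seq (x axis) and in Ribo-seq footprints (y axis) for 70 PPAR signaling pathway genes, each a point, with equal ratios on the diagonal line. apoa1b, me1 and pparda lie below the line by more than 1, and 11 genes lie above it by more than 1.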

Studies have demonstrated that nuclear receptor PPARγ, a member of the PPAR family, plays a critical role in regulating the development of brain tissue and cartilage (Monemdjou et al., 2012; Muhsen et al., 2021). 

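pparg, the gene for PPARγ, had 121 RNA counts in the sibling library and 78 in the mutant library. Its log2 ratio was -0.92 (95% counting interval -1.36 to -0.50). Its footprint counts were 54 and 83, a log2 ratio of -0.80 (-1.31 to -0.27) when scaled by TMM. The log2 ratio of its translation efficiency was 0.12 (-0.52 to 0.76) with TMM, 0.76 with total counts and 0.94 from the deposited TPM and FPKM, each with 1 added. With TMM a difference in translation efficiency was not detectable at this depth, and the size of the ratio depends on the setting. The footprint ratio of pparg was -0.09 when scaled by total counts, and 0.28 in the authors' deposited table.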

Consistent with the Ribo-seq results, western blot analysis revealed a significantly lower level of PPARγ protein in *noc4l* mutants (Figure 5C and D). Transmission electron microscopy (TEM) images revealed mitochondrial dysfunction in neurons of *noc4l* mutants, characterized by the mild swelling, decreased number, and increased size of mitochondria (Figure 5E–G), as well as the absence of endoplasmic reticulum (ER) and decreased number of normal matrix vesicles in pharyngeal cartilage (Figure 5E and H). Therefore, *noc4l* deficiency compromised cellular metabolism along with mitochondrial and ER homeostasis.

**Figure 5:**
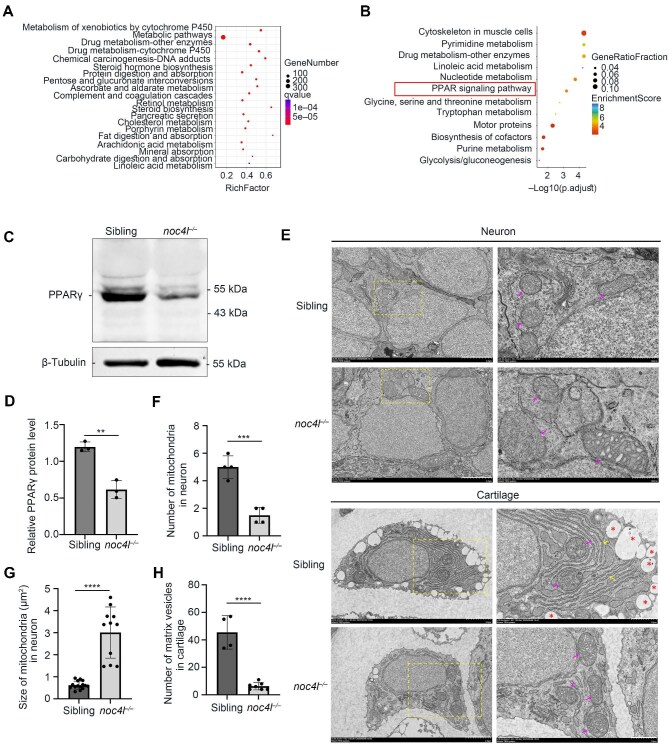
Downregulation of the PPAR pathway in *noc4l* mutants. (**A**) KEGG pathway analysis of DEGs from RNA-seq data of 5 dpf head tissues. (**B**) KEGG pathway analysis of genes with reduced translation efficiency from Ribo-seq data. The PPAR signaling pathway is highlighted (red box). (**C** and **D**) Western blot analysis and quantification of PPARγ protein levels in 5 dpf siblings and mutants (*n* = 3, **P < 0.01, *t*-test). β-Tubulin serves as the loading control. (**E**) TEM images of brain neurons and cartilage cells. Pink arrows: mitochondria; yellow arrows: ER; red stars: matrix vesicles. Right panels show enlargements of the boxed areas. (**F**) Quantification of the number of mitochondria in neuron (*n* > 3, ***P < 0.001). (**G**) Quantification of the size of mitochondria in neuron (*n* > 3, ****P < 0.0001). (**H**) Quantification of the number of matrix vesicles in cartilage cell (*n* > 3, ****P < 0.0001).

### Activation of the PPARγ pathway partially rescues brain and pharyngeal arch malformations in noc4l mutants

Given that PPARγ is a nuclear regulator of metabolism, differentiation, and cell growth (Rosen and Spiegelman, 2001), we hypothesized that these ultrastructural abnormalities may be associated with the impaired PPARγ signaling. Indeed, injection of 200 pg *Pparg* mRNA partially restored neuronal development (Figure 6A and B) and ceratobranchial cartilage formation (Figure 6F). Then, we treated the embryos with the PPARγ agonist, rosiglitazone. Phenotypic analysis showed that at 3.5 dpf, the head size of rosiglitazone-treated *noc4l* mutant embryos was significantly larger than that of dimethyl sulfoxide (DMSO)-treated *noc4l* mutant embryos (Supplementary Figure S7A and B), indicating that activation of the PPARγ pathway partially rescued the brain developmental defects in *noc4l* mutants. Furthermore, we performed drug treatment in *noc4l* mutants with the *Tg(HuC:eGFP)* background and detected neuronal fluorescence intensity. At 4 dpf, the relative fluorescence intensity of neurons in the midbrain and hindbrain regions was significantly higher in rosiglitazone-treated *noc4l* mutants than in DMSO-treated *noc4l* mutants (Figure 6C and D), suggesting that PPARγ pathway activation partially restored neurons in the midbrain and hindbrain regions of the mutants. Additionally, Alcian blue staining analysis of embryos at 5 dpf revealed that the number of ceratobranchial cartilages significantly increased in rosiglitazone-treated *noc4l* mutants compared to DMSO-treated *noc4l* mutants (Figure 6E). The survival rate of embryos increased to 40.96% with the treatment of rosiglitazone, indicating that rosiglitazone treatment can prolong the life span of the mutants (Figure 6G). Overall, malformations in the brain and pharyngeal arches of *noc4l* mutants were partly alleviated by activation of the PPARγ pathway.

**Figure 6:**
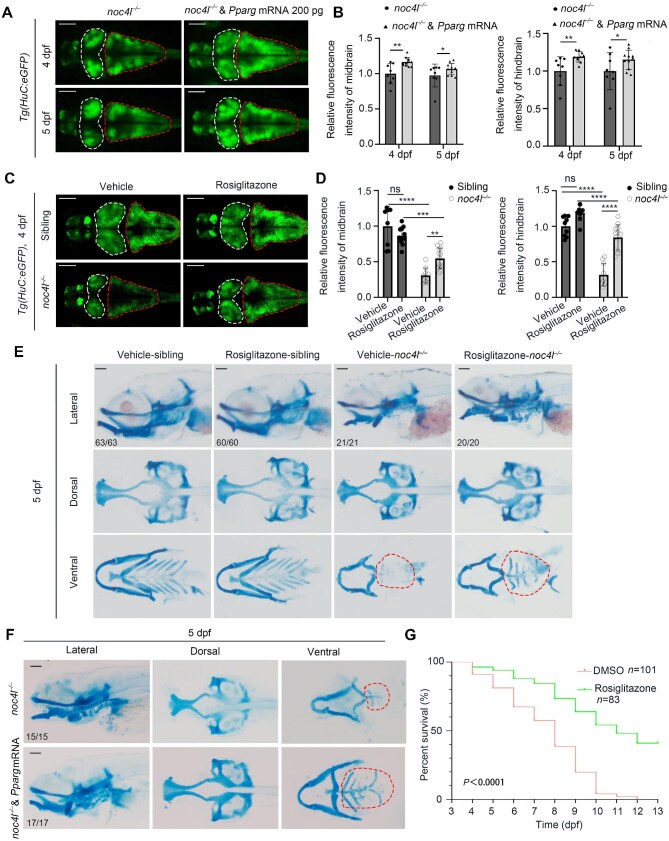
Activation of the PPARγ pathway partially restores brain and pharyngeal arch abnormalities in *noc4l* mutants. (**A**) Neuronal expression in *Tg(HuC:eGFP)* embryos at 4 dpf and 5 dpf following microinjection of *Pparg* mRNA (200 pg/nl, 1 nl/embryo) at the 1-cell stage. White and red dashed circles indicate midbrain and hindbrain regions, respectively. (**B**) Quantification of relative fluorescence intensity in the midbrain and hindbrain at 4 dpf (*n* > 3, **P < 0.01) and 5 dpf (*n* > 3, *P < 0.05). (**C**) Neuronal expression in *Tg(HuC:eGFP)* embryos at 4 dpf after treatment from 2.5 dpf with 1 μM rosiglitazone or DMSO (vehicle control). White and red dotted circles indicate the midbrain and hindbrain, respectively. (**D**) Quantification of relative fluorescence intensity in the midbrain (*n* > 3, ns (*P* > 0.05), **P < 0.01, ***P < 0.001, ****P < 0.0001) and hindbrain (*n* > 3, ns (*P* > 0.05), ****P < 0.0001) at 4 dpf. (**E**) Alcian blue staining of the head region (lateral, dorsal, and ventral views) at 5 dpf after rosiglitazone treatment, showing partial rescue of pharyngeal arch defects. Red dotted circles indicate ceratobranchial cartilage. (**F**) Alcian blue staining of the head region at 5 dpf following *Pparg* mRNA injection, showing phenotypic rescue. (**G**) Kaplan–Meier survival curves of embryos treated from 2.5 dpf with 1 μM rosiglitazone or DMSO (DMSO: *n* = 101; rosiglitazone: *n* = 83). Survival was significantly improved by rosiglitazone treatment (Log-rank test, ****P < 0.0001). The treatment timeline is shown in the inset. Scale bar, 50 μm (**A** and **C**) or 100 μm (**E** and **F**).

### The partial rescue exhibits incomplete p53 dependence

The connection between p53 and ribosome assembly is one of the core mechanisms by which cells make life-or-death decisions under stress conditions. While neuronal fluorescence intensity showed significant recovery in the brain, consistent with previous reports of CNS rescue by *p53* knockdown (Azuma et al., 2006), pharyngeal cartilage formation exhibited only marginal improvement (Figure 7B–D), likely because cartilage differentiation is already impaired by 3.5 dpf (Figure 3A and B) and *p53* inhibition cannot restore defective differentiation programs. RNA-seq revealed a marked p53 pathway activation (Figure 7A), suggesting that ribosomal biogenesis defects induce nucleolar stress (Calo et al., 2018). 

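Transcripts of several p53 target genes were higher in the mutant RNA-seq library. mdm2, a p53 target that encodes the ubiquitin ligase of p53, had 778 counts in the sibling library and 3907 in the mutant library, a log2 ratio of 2.03 (95% counting interval 1.92 to 2.15). The cyclin gene ccng1 had 2.13 (2.09 to 2.16), and gadd45aa, a gene of the DNA damage response, had 1.33 (1.09 to 1.57). Of 73 measured genes in the KEGG p53 signaling pathway, 8 were higher against 1.79 expected and 4 were lower. The enrichment was 4.47-fold (95% interval 1.98 to 8.34, with genes treated as independent). This placed the pathway at rank 10 of 328 for higher genes, and the authors' calls over the whole table gave 2.69-fold and rank 24. The median log2 ratio of the pathway was 0.07, inside the middle 95% of random lists (-0.10 to 0.12). In the list of p53 signaling and targets, 10 of 45 genes were higher and 0 lower, with a median of 0.43 (random lists -0.14 to 0.14). Cytokine-cytokine receptor interaction was at rank 1, with 16 of 105 genes higher, among them il6st, a receptor subunit for interleukin-6 cytokines, with 1.88 (1.78 to 1.98). From the activation of the p53 pathway, the paper proposes that the defect in ribosome biogenesis induces nucleolar stress. The genes of the small-subunit processome and of nucleolar ribosome biogenesis had a median log2 ratio of 0.42 in RNA, with 2 of 81 genes higher and 1 lower.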

Injecting *p53* MO resulted in minimal phenotypic differences between *noc4l* mutant morphants and controls at 4.5–6.5 dpf (Supplementary Figure S8). Importantly, rosiglitazone-treated *noc4l* mutant morphants showed no difference in apoptosis in the brain and pharyngeal regions compared to controls (Supplementary Figure S9). Since Ribo-seq analysis did not show p53-related changes, the activated p53 signaling likely represents a stress-induced response rather than a translational regulation event. 

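In Ribo-seq, footprints of 5 of 72 measured p53 pathway genes were higher in the mutant library, and footprints of 8 were lower. Among the 5 were ccng1, 5.38-fold higher (95% counting interval 4.38 to 6.73), mdm2, 3.04-fold (2.65 to 3.50), and casp8, an initiator caspase, 2.49-fold (1.97 to 3.23). All 5 were also higher in RNA. In the authors' deposited table, at a fold change of 2 and an unadjusted P under 0.05, footprints of 51 of 99 p53 pathway genes were higher and of 3 lower, in a table where 11387 of all 25196 genes were higher. Genes with lower footprints included the cell cycle kinase cdk1 with a log2 ratio of -1.44 (-1.66 to -1.21) and mdm4, an inhibitor of p53, with -1.52 (-1.94 to -1.10). In translation efficiency, 5 of 67 genes were lower and 2 were higher. The median over the list of p53 targets was -0.15 with TMM and 0.48 with total counts. casp3b, an executioner caspase, had a log2 ratio of translation efficiency of -1.98 (-2.38 to -1.57). That of mdm2 was -0.43 (-0.66 to -0.21) with TMM, 0.20 with total counts and 0.22 from the deposited TPM and FPKM, each with 1 added, so its sign depends on the scaling.

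**Figure D3:**
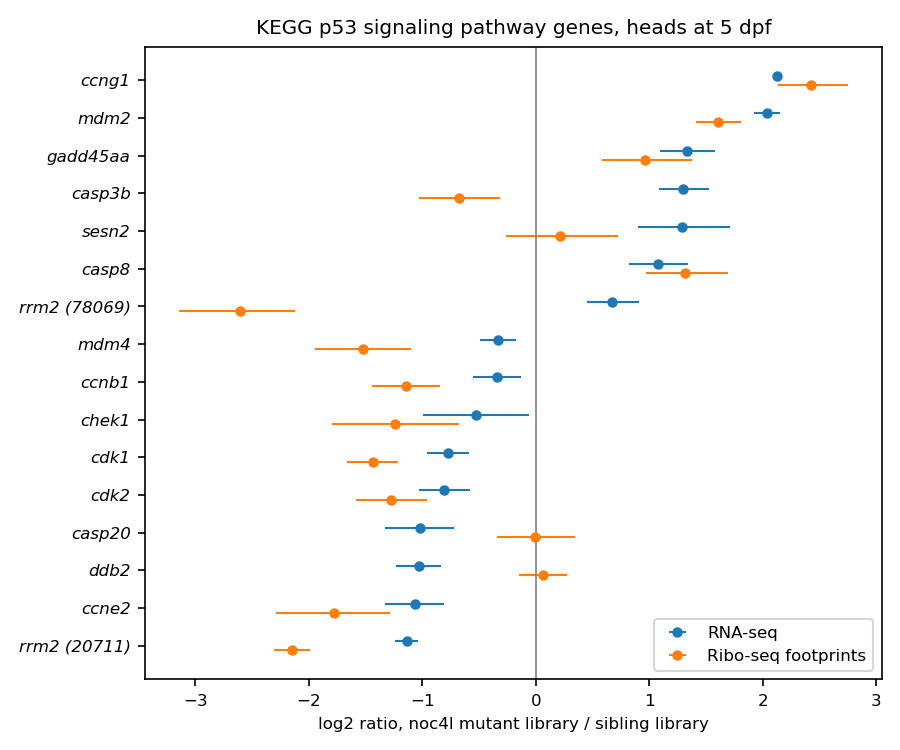
Log2 ratio of noc4l mutant to sibling library (x axis) for a selection of 16 p53 signaling pathway genes (y axis), with 95% counting intervals as bars and TMM scaling. ccng1 lies at 2.13 in RNA-seq and 2.43 in footprints, and digits after rrm2 tell its gene IDs apart.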

Our results suggest that while both PPARγ and p53 pathways contribute to the phenotypic spectrum in *noc4l* mutants, they likely operate independently rather than through causal relationships.

**Figure 7:**
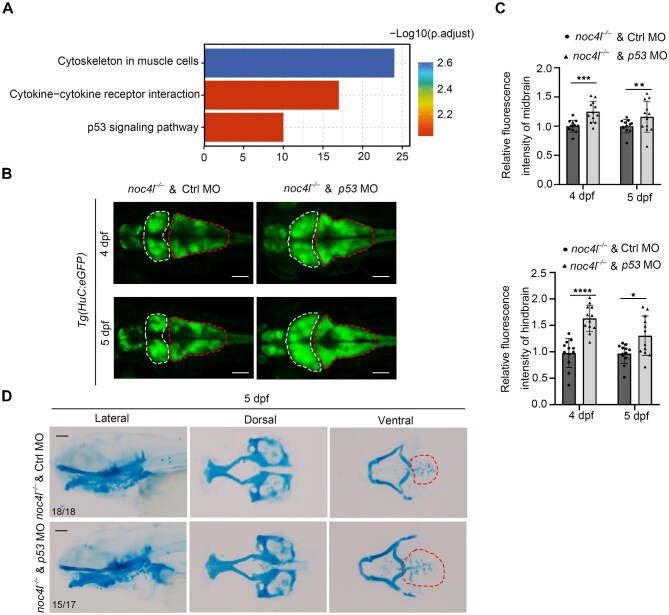
Blocking the p53 signaling pathway for phenotype rescue in *noc4l* mutants. (**A**) KEGG pathway enrichment analysis of upregulated genes in 5 dpf *noc4l* mutant head tissues. (**B**) Neuronal expression in *Tg(HuC:eGFP)* embryos at 4 dpf and 5 dpf following injection of 4 ng *p53* morpholino (MO) or standard control MO (Ctrl MO) at the 1-cell stage. White and red dashed circles indicate the midbrain and hindbrain, respectively. (**C**) Quantification of relative fluorescence intensity in the midbrain and hindbrain at 4 dpf (*n* > 3, ***P < 0.001, ****P < 0.0001) and 5 dpf (*n* > 3, **P < 0.01, *P < 0.05). (**D**) Alcian blue staining of the head region (lateral, dorsal, and ventral views) at 5 dpf following *p53* MO injection, showing rescue of pharyngeal arch cartilage defects. Red dotted circles indicate ceratobranchial cartilage. Scale bar, 50 μm (**B**) or 100 μm (**D**).

## Discussion

Defective ribosome biogenesis impairs ribosomal maturation and protein synthesis, leading to multisystem developmental disorders known as ribosomopathies. Despite the universal need for ribosomes, these diseases exhibit tissue-specific pathologies, a phenomenon attributed to translational selectivity (Danilova and Gazda, 2015). NOC4L is part of a nucleolar subcomplex that includes EMG1, NOP14, and UTP14A. EMG1 mutations are known to cause Bowen–Conradi syndrome, which involves psychomotor deficits, microcephaly, and micrognathia (Warda et al., 2016). This prompted us to investigate whether *noc4l* deficiency similarly leads to neurological and pharyngeal cartilage defects.

We compared the expression profiling of *noc4l, nop14*, and *emg1* in zebrafish embryos and observed highly consistent spatiotemporal patterns. At 2 dpf, all three genes were expressed in the midbrain, midbrain–hindbrain boundary, and pharyngeal arches. By 3 dpf, expression expanded to the liver and CHT (Supplementary Figure S1). In *noc4l* mutants, hematopoietic marker analysis showed that *cmyb* expression in the CHT was unchanged at 3 dpf, while by 4 dpf, *cmyb* was moderately downregulated and *rag1* was absent in the thymus (Supplementary Figure S6B). Concurrently, HE staining revealed liver hypoplasia (Supplementary Figure S6A), confirming that *noc4l* deficiency causes hematopoietic and hepatic defects consistent with ribosomopathies.

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of Ribo-seq and RNA-seq data showed significant enrichment in metabolic pathways such as drug and retinol metabolism (Figure 5A and B). 

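Many genes of drug and retinol metabolism were lower in the mutant RNA-seq library. In RNA, 33 of 53 genes of drug metabolism by cytochrome P450 were lower (8.71-fold enrichment, rank 3), 37 of 87 genes of drug metabolism by other enzymes (5.95-fold, rank 4) and 27 of 66 genes of retinol metabolism (5.72-fold, rank 9). gsta.1, a glutathione S-transferase, had a log2 ratio of -2.66 (95% counting interval -2.73 to -2.59) in RNA and -1.33 (-1.48 to -1.18) in footprints. mgst3b, a microsomal glutathione S-transferase, had -1.69 (-1.77 to -1.62) in RNA and -0.05 (-0.16 to 0.06) in footprints. rbp2a, which encodes a retinol-binding protein of the intestine, had -2.35 (-2.47 to -2.23) in RNA and -0.09 (-0.40 to 0.24) in footprints. Lower translation efficiency was found in 0 of 36 genes of drug metabolism by cytochrome P450, 3 of 64 by other enzymes and 0 of 47 of retinol metabolism. Higher translation efficiency was found in 12, 13 and 11 of these genes, against 1.66, 2.95 and 2.16 expected. Lower RNA raises translation efficiency by construction where footprints do not fall with it. Lower footprints were found in 15 of 67 genes of drug metabolism by other enzymes (4.81-fold, rank 11 of 331), in 7 of 38 by cytochrome P450 (3.96-fold, rank 19) and in 4 of 50 genes of retinol metabolism (1.72-fold, rank 64). As a whole, the 51 retinol metabolism genes annotated in RNA-seq and measured in footprints had a median log2 footprint ratio of 0.21. This lay above the middle 95% of random lists (-0.10 to 0.13), with 35 of the 51 above 0.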

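Footprints of 6 of 75 measured PPAR pathway genes were lower in the mutant Ribo-seq library, and those of plin6, a lipid droplet protein, were higher. apoa1b had 7682 counts in the sibling library and 1074 in the mutant library, a log2 ratio of -4.25 (95% counting interval -4.35 to -4.16). fabp2, a fatty acid-binding protein of the intestine, had -2.26 (-2.53 to -2.00), and me1 had -1.91 (-2.40 to -1.44). The gluconeogenic genes pck1 and pck2 had -1.80 (-2.00 to -1.60) and -1.16 (-1.34 to -0.98), and pck2 had -0.45 with total counts and -0.08 in the authors' deposited comparison. scp2a, a sterol carrier protein, had -1.05 (-1.26 to -0.84) with TMM and 0.03 in that comparison. Of these 6 genes, 5 were also lower in RNA, all except me1. The bile acid synthesis genes cyp7a1 and cyp8b1 had 13 and 45 footprint counts in the sibling library and 2 and 5.14 in the mutant library, under the minimum of 100. With a minimum of 10 counts, footprints of 15 PPAR pathway genes were lower, and with total counts 4. In the authors' deposited table, at a fold change of 2 and an unadjusted P under 0.05, footprints of 10 of 101 PPAR pathway genes were lower and of 43 higher, and among the 75 measured genes 2 were lower. Of all 25196 genes of that table 11387 were higher and 565 lower.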

Ribo-seq identified 12 downregulated genes in the PPAR signaling pathway—all encoding metabolic proteins involved in lipid transport, gluconeogenesis, or bile acid synthesis—with no direct role in ribosome assembly. This indicates that ribosomal dysfunction disrupts metabolic homeostasis. Although PPAR signaling was the sixth most enriched pathway, we selected it as a rescue target due to its established roles in neural and cartilage development. 

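The rank of PPAR signaling depended on the gene set. It ranked 15 of 328 among genes with lower RNA, where fabp2 had a log2 ratio of -3.91 (95% counting interval -3.99 to -3.83) and scp2a -2.09 (-2.21 to -1.98). It ranked 58 of 331 among genes with lower footprints and 60 of 323 among genes with lower translation efficiency. Among genes with higher translation efficiency it ranked 13, with the lipoprotein lipase lpl at 1.01 (0.87 to 1.15). Among genes with lower footprints in the authors' deposited table, taken without division by RNA, it ranked 10. From the lower PPAR pathway genes in Ribo-seq, the paper concludes that ribosomal dysfunction disrupts metabolic homeostasis.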

PPARγ is essential for brain and cartilage formation (Monemdjou et al., 2012; Muhsen et al., 2021). PPARγ downregulation inhibits neural progenitor and osteoblast differentiation (Backesjo et al., 2006; Di Giacomo et al., 2017) and promotes chondrocyte apoptosis (Ji et al., 2020). As expected, activating PPARγ with rosiglitazone partially rescued brain and pharyngeal arch malformations in *noc4l* mutants (Figure 6).

TEM revealed fewer normal matrix vesicles in *noc4l* mutants (Figure 5E and H). These extracellular vesicles, secreted by mineralizing cells, are essential for biomineralization, and their loss impairs skeletal development (Anderson et al., 2005; Masi et al., 2015). Although PPARs have not been directly linked to matrix vesicle regulation, they protect chondrocytes by modulating autophagy, apoptosis, inflammation, and MMP activity (Sheng et al., 2023), suggesting that PPARs may protect chondrocytes through these mechanisms.

Ribosomal defects also cause mitochondrial structural and functional impairments (Liu et al., 2024). Mitochondria, as the primary energy source, meet the high demands of ribosome-mediated protein synthesis. PPARγ, a key regulator of mitochondrial function, ameliorates cognitive impairment in Alzheimer’s disease by promoting the clearance of dysfunctional mitochondria through mitophagy (Li et al., 2022). Conversely, PPARγ downregulation causes mitochondrial dysfunction, characterized by the reduced number and swollen morphology of mitochondria (Chiang et al., 2012; Jamwal et al., 2021; He et al., 2023), matching our TEM findings (Figure 5E and F). Poor ER visualization in chondrocytes may further reflect ribosomal and mitochondrial dysfunction.

Metabolic interventions have shown benefit in ribosomopathies, such as growth hormone in cartilage–hair hypoplasia (Obara-Moszynska et al., 2013) and corticosteroids benefiting Diamond–Blackfan anemia patients (Ebert et al., 2005). Although PPARγ has not been targeted in this context, its activation with rosiglitazone partially rescued craniofacial, pharyngeal, and neurodevelopmental defects and extended survival in *noc4l* mutants (Figure 6), consistent with reports that PPARγ upregulation protects against brain defects and chondrocyte apoptosis (Ji et al., 2020; Muhsen et al., 2021).

In summary, we developed a zebrafish model of ribosomopathy and identified PPARγ signaling disruption as a key mechanism underlying head and pharyngeal defects. These insights advance our understanding of ribosome biogenesis and provide a basis for targeting PPARγ in ribosomopathy therapy.

## Materials and methods

### Ethical statement

All animal experiments were conducted in accordance with the requirements of Guangdong Provincial Regulations on the Management of Laboratory Animals.

### Fish strains and maintenance

The AB zebrafish strain was used in this study. To generate *noc4l* mutants, gRNAs targeting the fourth exon were designed and co-injected with Cas9 protein into single-cell stage embryos, as previously described (Chang et al., 2013). Mutant alleles in the F1 generation were identified by PCR amplification and sequencing of the targeted genomic regions, using primers listed in Supplementary Tables S1 and S3. The *Tg(col2a1a:h2afv-mCherry)* line was kindly provided by Dr Chung-Der Hsiao (Chung Yuan Christian University).

### Microinjection and WISH

mRNAs were synthesized *in vitro* using the mMESSAGE mMACHINE™ SP6 kit (AM1340). Microinjection and WISH were performed as described (Jia et al., 2008). cDNA was synthesized from total RNA of 2 dpf embryos. Primers for cloning zebrafish *noc4l* and mouse *Pparg* are provided in Supplementary Table S5. Embryos were fixed overnight at 4°C in 4% paraformaldehyde (PFA). Digoxigenin (DIG)-labeled probes were prepared and used for *in situ* hybridization according to established protocols (Thisse and Thisse, 2014). Target gene fragments were cloned into the pGM-T vector (TIANGEN, VT202) and verified by sequencing; primers are listed in Supplementary Table S4.

### Q-PCR analysis

Total RNA was extracted from 3.5 dpf embryos. cDNA was synthesized using Hifair® III 1st Strand cDNA Synthesis SuperMix (Yeasen, 11202ES08). Q-PCR primers are listed in Supplementary Table S2.

### Paraffin sectioning, HE staining, and IHC staining

Embryos were fixed in 4% PFA at 4°C overnight, washed in phosphate-buffered saline with Tween-20 (PBST), dehydrated, cleared in xylene, and embedded in paraffin. Sections (8 μm) were transferred to slides and baked overnight at 37°C. HE staining was performed as described (Copper et al., 2018). IHC was carried out using a kit from Sangon Biotech (Cat. no. D601037-0050). Puromycin (Solarbio, P8230) was injected at 2 mg/ml. The anti-puromycin antibody (Sigma, MABE342) was used at 1:1000 dilution.

### Alcian blue staining

Embryos at 5 dpf were fixed flat in 4% PFA at 4°C overnight, washed with PBST, and stained with 0.4% Alcian blue solution overnight at room temperature. Embryos were rehydrated, digested with 1% trypsin until transparent, washed again, and stored in glycerol for imaging.

### BrdU labeling

Embryos were incubated in 10 mM BrdU solution (Invitrogen, B23151) on ice for 30 min, then replaced with Holtfreter’s solution, and cultured for 1.5 h. After fixation in 4% PFA and methanol dehydration, embryos were rehydrated, digested with proteinase K, treated with dilute HCl, and blocked with 10% goat serum. Samples were incubated with anti-BrdU (Invitrogen, PA5-32256, 1:1000) at 4°C overnight, followed by Alexa Fluor 488-conjugated secondary antibody (Invitrogen, A11029) and DAPI (Sigma, 10236276001).

### TUNEL assay

Embryos fixed in 4% PFA were dehydrated in methanol and stored at −20°C. After rehydration and proteinase K digestion, samples were post-fixed, blocked with 10% goat serum, and stained with DAPI. Apoptotic cells were detected using the *in situ* cell death detection kit (Roche, 12156792910) according to the manufacturer’s instructions.

### Northern blotting

Total RNA was extracted with TRIzol (Invitrogen, 15596018CN). DIG-labeled probes for 5′ETS, ITS1, and ITS2 were generated by PCR using primers in Supplementary Table S6 and a DIG DNA Labeling Mix (Roche, 11277065910). Northern blotting was performed as described (Lo et al., 2003). Signals were detected with CDP-Star chemiluminescent substrate (Roche, 12041677001).

### Sucrose density gradient centrifugation

This assay was performed as previously described (Liang et al., 2011). Homogenates from 5 dpf embryos were centrifuged at 12000× *g* for 30 min at 4°C. The supernatant was layered onto a 10%–50% sucrose gradient and ultracentrifuged at 38000 rpm for 2 h at 4°C. Fractions were collected, and concentrations were measured and plotted using GraphPad Prism 9.

### Western blotting

Proteins were extracted from 3.5 dpf or 5 dpf embryos using RIPA buffer, separated by SDS–PAGE, and transferred to a nitrocellulose membrane (Cytiva, 10600001). Primary antibodies included anti-puromycin (Sigma, MABE342, 1:1000), anti-PPARγ (Santa Cruz, sc-7196, 1:1000), anti-actin (Affinity, T0022, 1:1000), and anti-tubulin (CWBIO, CW0098M, 1:1000). Horseradish peroxidase-conjugated secondary antibodies (Fude Biotechnology, FDM007/FDR007) were used at 1:1000.

### TEM

Zebrafish heads were dissected and fixed in 2.5% glutaraldehyde/4% PFA at room temperature for 4 h and then at 4°C overnight. Fixed samples were stored on dry ice until sectioning and imaging.

### Drug treatment

For puromycin treatment, 3.5 dpf embryos were injected with 2 mg/ml puromycin and incubated at 29°C for 3 h before western blot or IHC analysis. For PPARγ activation, embryos were treated from 2.5 dpf with 1 μM rosiglitazone (Aladdin, R408369) in Holtfreter’s solution, refreshed daily.

### RNA-seq

Heads from 5 dpf siblings and mutants were collected in TRIzol and stored at −80°C. Sequencing was performed by Gene Denovo Biotechnology on the Illumina Novaseq 6000 platform. Principal component analysis was conducted using the R package gmodels. Differential expression analysis was performed with DESeq2 and edgeR, and gene set enrichment analysis (GSEA) was carried out using GSEA software and MSigDB.

### Ribo-seq

Heads from 5 dpf siblings and mutants were flash-frozen and stored at −80°C before shipment to Gene Denovo Biotechnology. For Ribo-seq, cell suspensions were digested with 0.5% trypsin, treated with cycloheximide, and lysed. Lysates were digested with RNase, and ribosome-protected fragments were isolated by sucrose density gradient ultracentrifugation. RNA was purified for library construction and sequencing.

### Processing of RNA-seq and Ribo-seq data

Genes with fold change ≥2 and *P* < 0.05 in a comparison were considered as significant DEGs. 

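At these thresholds the authors' deposited RNA-seq table holds 1381 genes higher and 1749 lower in the noc4l mutant library. With an FDR under 0.05 in place of P, the threshold given in the text of the GEO series, it holds 1256 higher and 1621 lower. In the authors' deposited Ribo-seq table, which compares footprints and not translation efficiency, 11387 genes were higher and 565 lower. In these deposited tables mdm2 had a log2 fold change of 2.26 in RNA and 2.54 in footprints. noc4l had -3.51 and -2.97. From the deposited counts, at least 2-fold by TMM and at least 100 counts, 535 genes were higher and 954 lower in RNA both here and in the authors' comparison over the same genes.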

KEGG pathway enrichment analysis was performed on these genes (*P* < 0.05).

### Statistical analysis

All statistical analysis was performed using GraphPad Prism 9. Data are presented as mean ± standard error of the mean (SEM). An unpaired two-tailed Student’s *t*-test was used for comparisons between two groups. Comparisons among more than two groups were performed using one-way ANOVA. ns, not significant, *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001,****P < 0.0001.

## Supplementary Material

mjaf052_Supplemental_File

## Data Availability

RNA-seq data and Ribo-seq data are available at Gene Expression Omnibus under accession number GSE292449.

## Notes

**Author contributions:** T.S.: writing—original draft, investigation. Y.L.: investigation. Y.Z.: investigation. X.L.: investigation. L.Z.: investigation. G.N.: writing—review & editing, project administration. J.Z.: writing—review & editing, project administration.

# Supplementary material for: NOC4L coordinates neuronal and pharyngeal arch development by regulating ribosome biogenesis
**Source:** J Mol Cell Biol. 2025 Dec 8;17(12):mjaf052. doi: 10.1093/jmcb/mjaf052
**Supplement:** mjaf052_Supplemental_File

Supplementary material

Supplementary Figures

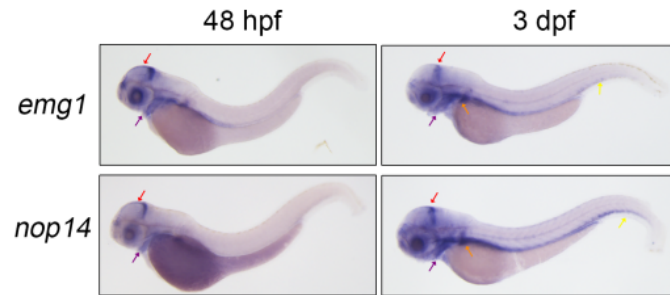

Supplementary Figure S1. Expression patterns of *emg1* and *nop14* in zebrafish at 48 hpf and 3 dpf as detected by WISH. The red arrow indicates the midbrain-hindbrain boundary of the embryo. The purple arrow indicates the pharyngeal arches of the embryo. The orange arrow indicates the liver of the embryo. The yellow arrow indicates the caudal hematopoietic tissue of the embryo. hpf, hours post-fertilization. dpf, days post-fertilization. WISH, whole-mount *in situ* hybridization.

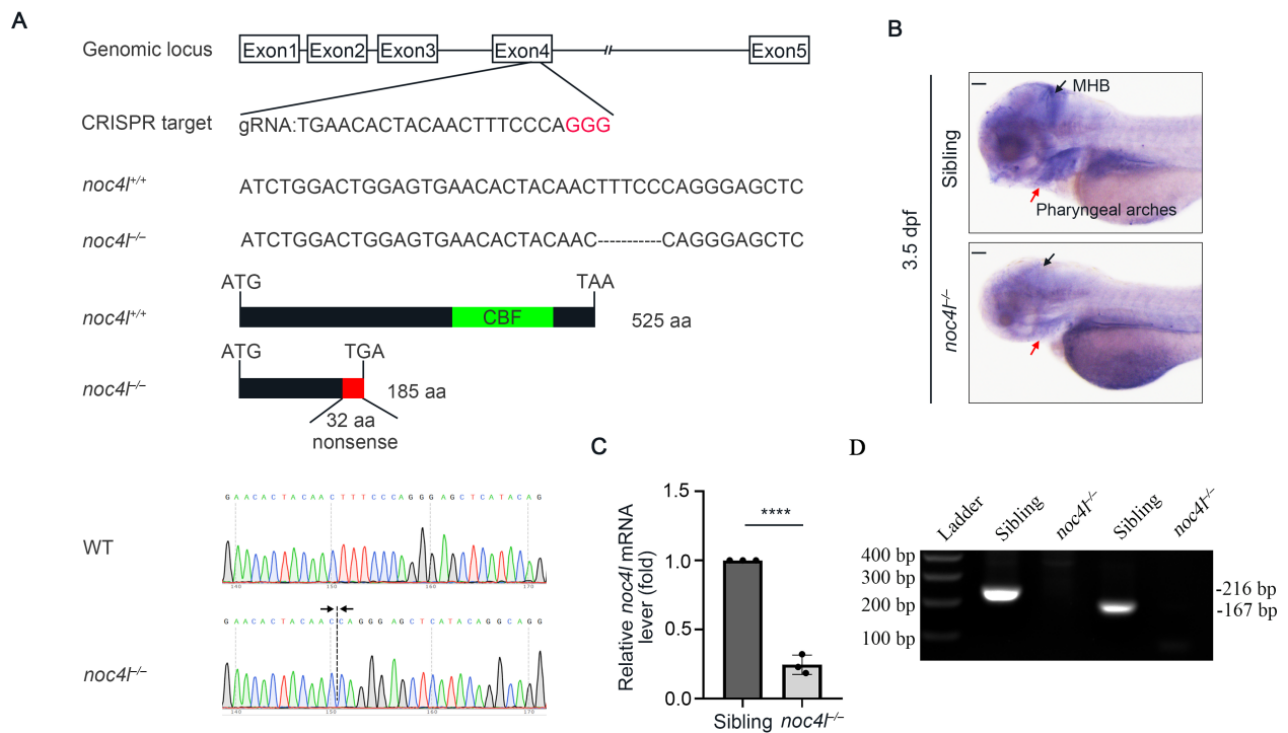

Supplementary Figure S2. Construction of *noc4l* mutants using CRISPR/Cas9 gene editing technology. **(A)** Schematic diagram of the target design and mutation results for *noc4l* gene editing. A CRISPR/Cas9 target was designed in the fourth exon region, and a mutant with a 5-base pair deletion was successfully obtained through gene editing experiments and sequencing analysis. This mutation resulted in premature termination of protein translation, leading to the loss of the critical functional domain CBF and thus rendering the protein nonfunctional. **(B)** Validation of successful *noc4l* mutant construction by WISH. MHB (midbrain hindbrain boundary). **(C)** Zebrafish embryos at 3.5 dpf were collected for RNA extraction and cDNA synthesis, followed by qPCR quantification of relative *noc4l* mRNA levels in sibling versus *noc4l* mutant embryos. Data are expressed as mean $\pm$ SEM ($n = 3$, **** $P < 0.0001$). dpf, days post-fertilization. **(D)** Genotyping PCR was performed to distinguish between siblings and mutants. The 3' ends of the mutF and mutR primers were designed to contain the 5-base deletion sequence. The primer sequences are provided in Supplementary Table S3. Genotypic analysis of siblings revealed amplification products of 216 bp and 167 bp using primer sets *noc4l* F/mutR and *noc4l* mutF/R, respectively. No amplification product was observed in the mutants.

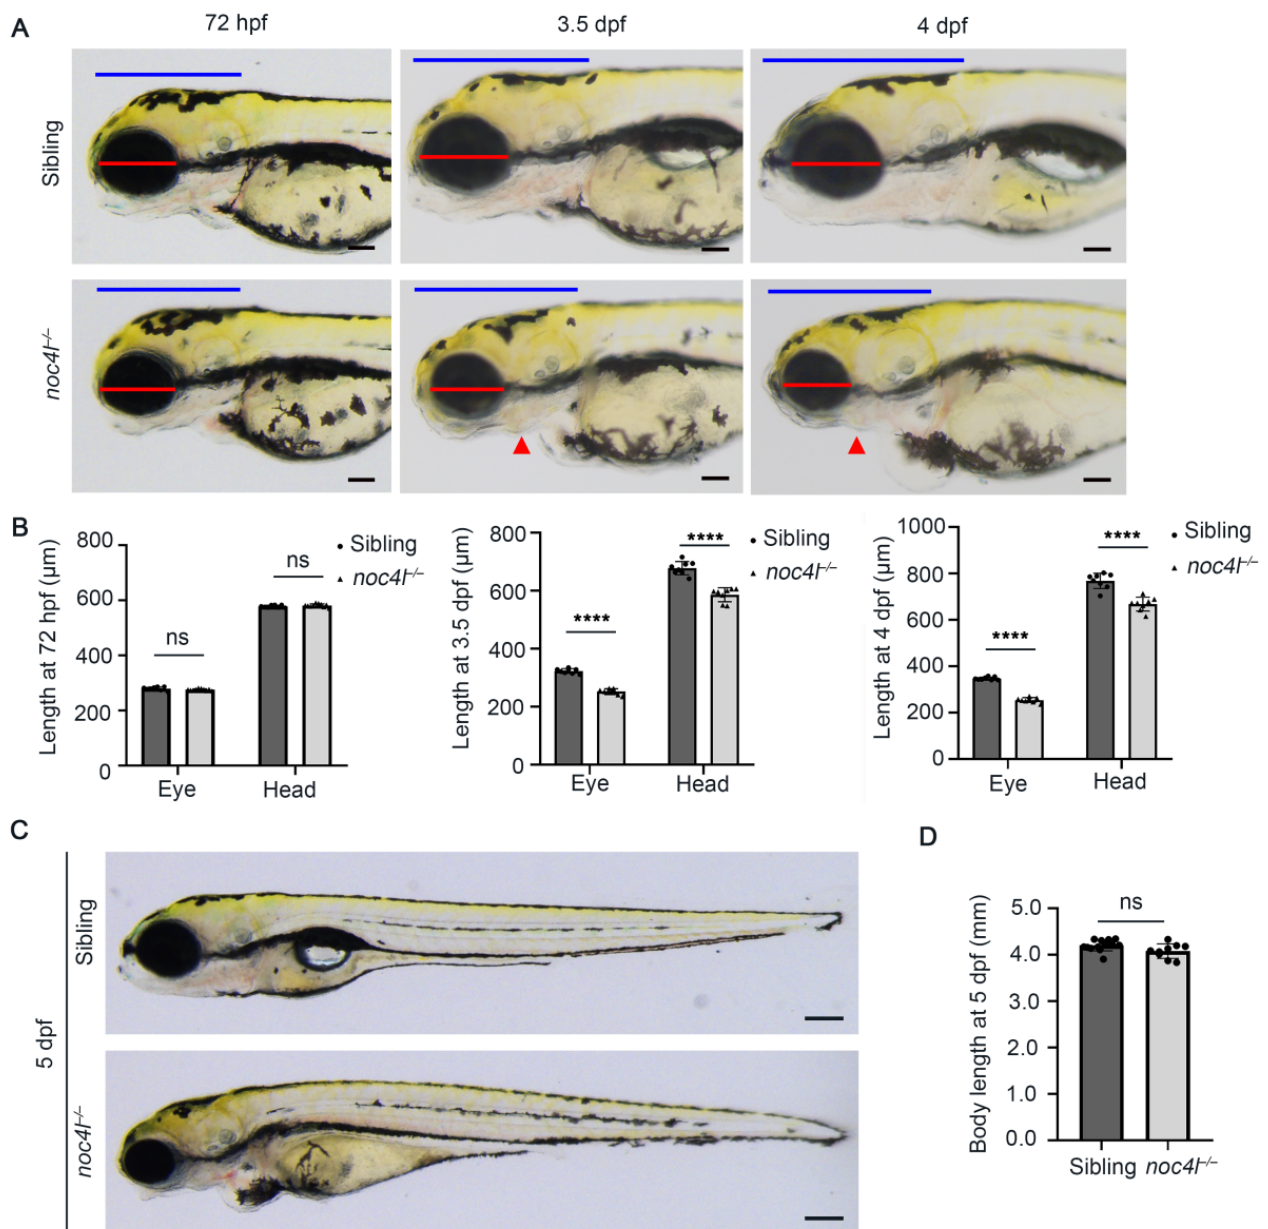

Supplementary Figure S3. (A) Bright-field images show that *noc4l* mutants at 3.5 dpf and 4 dpf exhibit reduced head size, smaller eyes, underdeveloped mandibular structures, pericardial edema, and absence of swim bladder. All samples are shown in lateral view. The blue dashed line indicates embryonic head size, and the red dashed line indicates eye size. Scale bar, 100 μm. (B) Statistical analysis of head size in embryos at 3 dpf ($n > 3$, ns), 3.5 dpf ($n > 3$, **** $P < 0.0001$), and 4 dpf ($n > 3$, **** $P < 0.0001$), and eye size in embryos at 3 dpf ($n > 3$, ns), 3.5 dpf ($n > 3$, **** $P < 0.0001$), and 4 dpf ($n > 3$, **** $P < 0.0001$). (C) Comparison of body length between siblings and *noc4l* mutants at 5 dpf. (D) Statistical analysis of body length comparison between siblings and *noc4l* mutants at 5 dpf ($n > 3$, ns). DV, dorsal view; LV, lateral view. ns indicates no significant difference, $P > 0.05$.

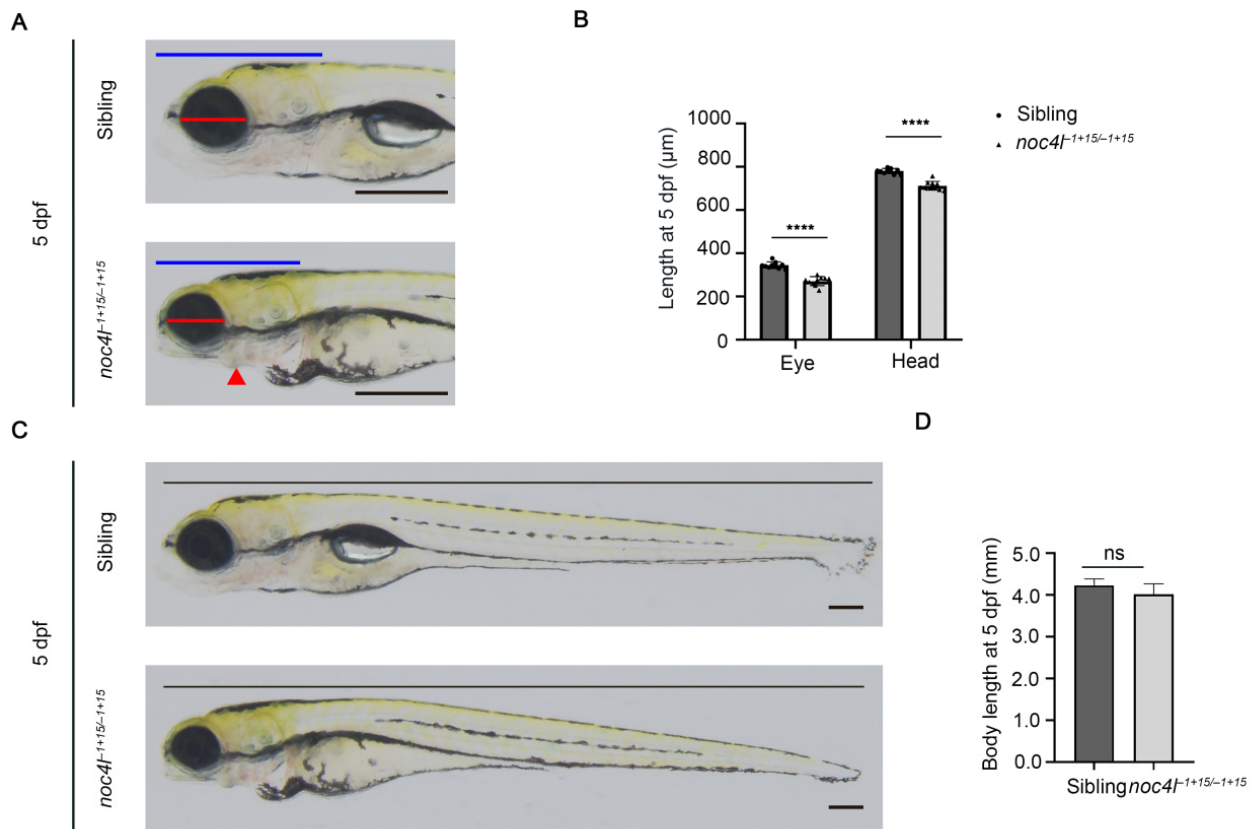

Supplementary Figure S4. Phenotypic analysis of an alternative *noc4l* mutant genotype in zebrafish. (A) Bright-field images show that the *noc4l*^{-1+15/-1+15} mutants exhibited reduced head size, smaller eyes, diminished mandibular structures, pericardial edema, and an absence of swim bladder at 5 dpf. All embryos are shown in lateral view. The blue line indicates the head size of the embryos. The red line indicates the eye size of the embryos. (B) The panel shows the statistical analysis of the head size ($n > 3$, **** $P < 0.0001$) and the eye size ($n > 3$, **** $P < 0.0001$) of the embryos at 5 dpf. (C) Comparison of body length between siblings and *noc4l*^{-1+15/-1+15} mutants at 5 dpf. (D) Statistical analysis of body length comparison between siblings and *noc4l*^{-1+15/-1+15} mutants at 5 dpf ($n > 3$, ns). ns indicates no significant difference, $P > 0.05$.

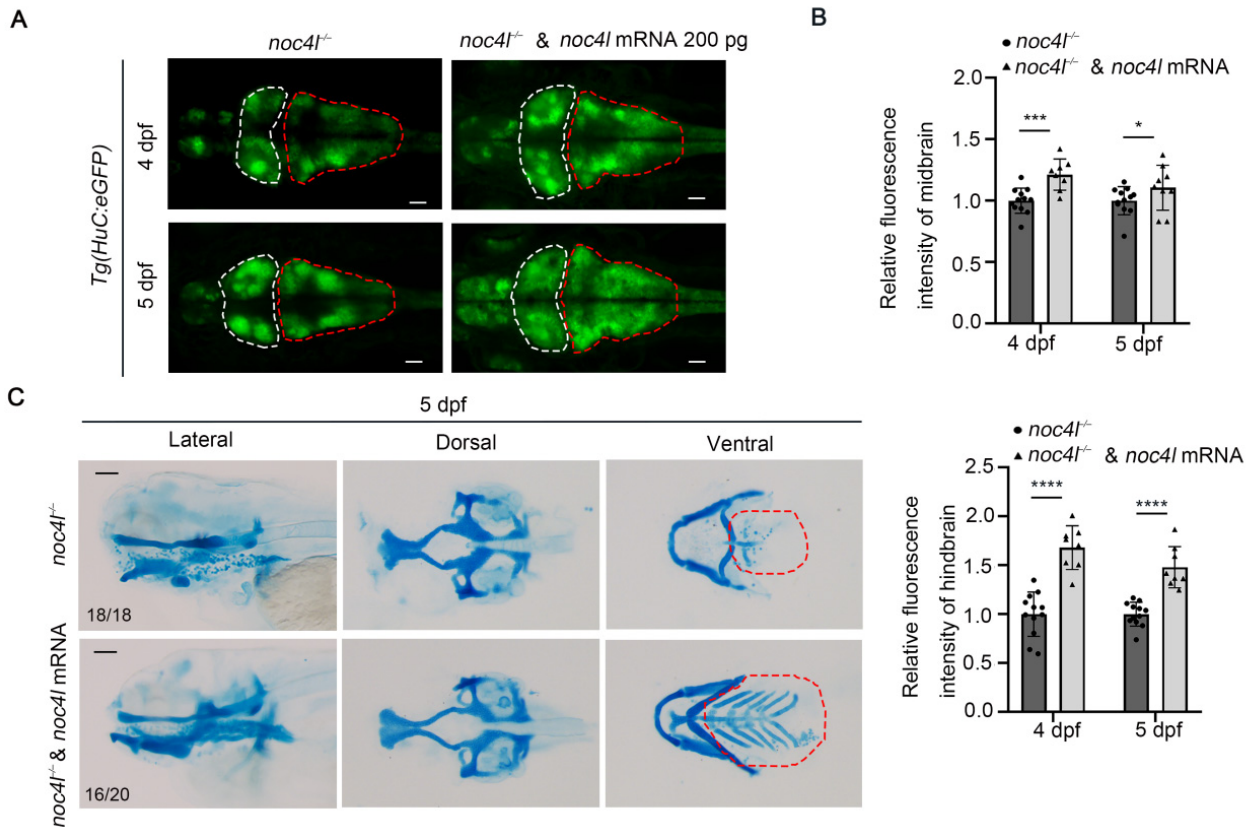

Supplementary Figure S5. (A) Fluorescence imaging results of embryos at 4 dpf and 5 dpf in the *Tg(HuC:eGFP)* background (following microinjection of *noc4l* mRNA (200 pg/nl, 1 nl/embryo) into the yolk sac of 1-cell stage zebrafish embryos to rescue phenotypic defects in *noc4l* mutants). The midbrain region is outlined by a white dashed circle, and the hindbrain region by a red dashed circle. Scale bar, 50 μ m. (B) Statistical analysis of relative fluorescence intensity in the midbrain ($n > 3$, *** $P < 0.001$) and hindbrain ($n > 3$, **** $P < 0.0001$) of 4 dpf embryos, as well as in the midbrain ($n > 3$, * $P < 0.05$) and hindbrain ($n > 3$, **** $P < 0.0001$) of 5 dpf embryos. (C) Alcian blue staining images of 5 dpf embryos, following microinjection of *noc4l* mRNA (200 pg/nl, 1 nl/embryo) into the yolk sac of 1-cell-stage zebrafish embryos to rescue *noc4l*-mutant phenotypes. Images show the head regions of siblings and *noc4l* mutants at 5 dpf (lateral, dorsal and ventral views), the ceratobranchial cartilage is indicated by red dotted circle. Scale bar, 100 μ m.

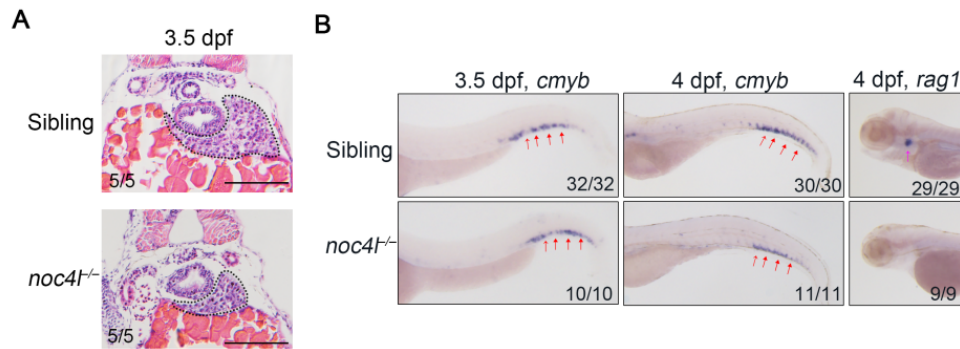

Supplementary Figure S6. (A) Hepatic structures of wild-type (upper panel) and *noc4l* mutants (lower panel) at 3.5 dpf displayed by HE staining of paraffin sections. Black dashed lines indicate liver size. Scale bar, 100 μ m. (B) Expression changes of *cmyb* and *rag1* in *noc4l* mutants embryos at 4 dpf compared with their siblings. The red arrow indicates the caudal hematopoietic tissue. The pink arrow indicates the thymus.

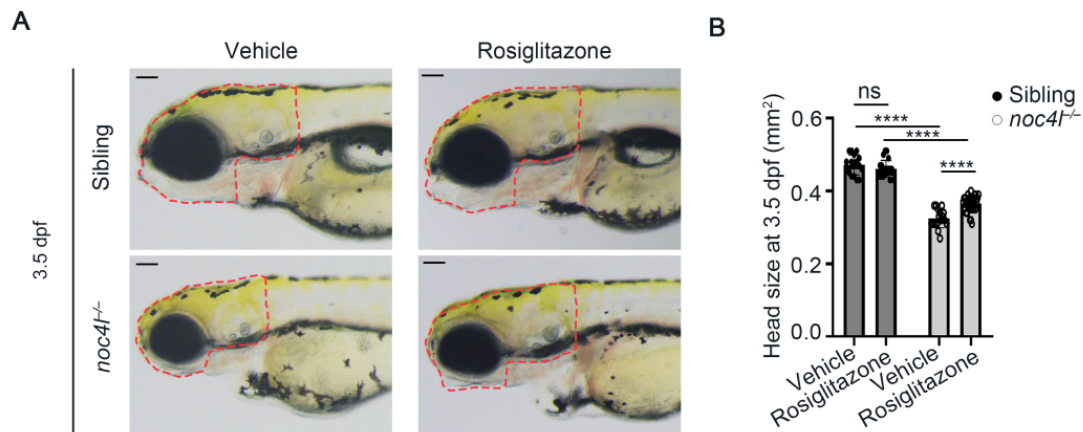

Supplementary Figure S7. (A) The results of bright-field imaging of the embryos at 3.5 dpf after incubating embryos at 2.5 dpf overnight in Holtfreter's solution containing rosiglitazone or DMSO (lateral view). Location of head is indicated by red dotted circle. (B) The statistical analysis of head size in 3.5 dpf embryos following drug treatment ($n > 3$, ns, **** $P < 0.0001$). ns indicates no significant difference, $P > 0.05$.

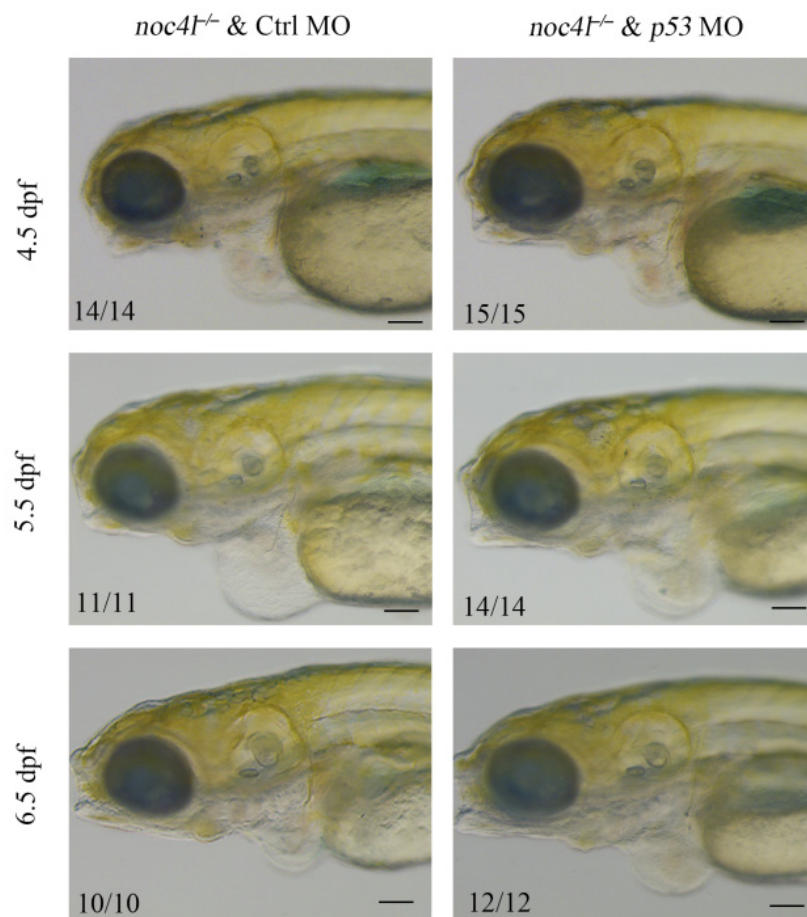

Supplementary Figure S8. Bright-field images of 4.5 dpf, 5.5 dpf and 6.5 dpf embryos (following microinjection of *p53* MO into the yolk sac of 1-cell stage zebrafish embryos to rescue phenotypic defects in *noc4l* mutants). All samples are shown in lateral view. Scale bar, 100 μ m.

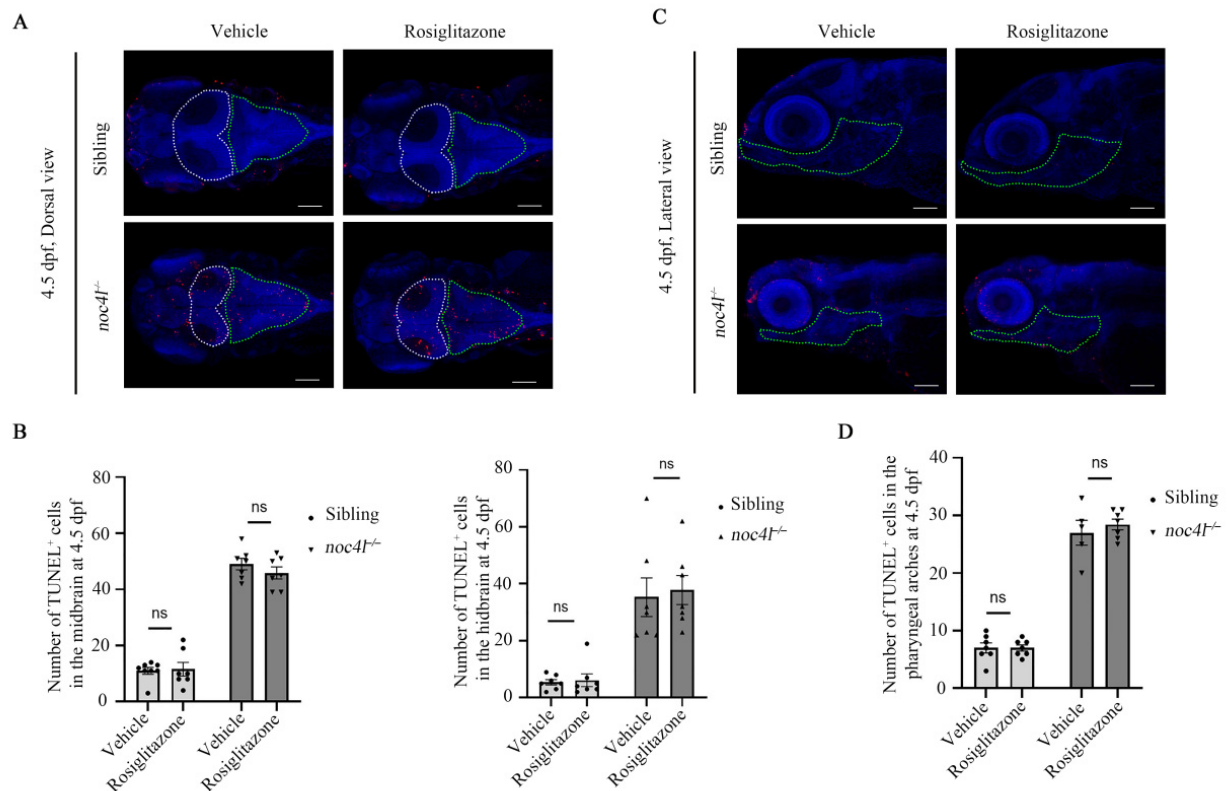

Supplementary Figure S9. Analyses of cell apoptosis in midbrain, hindbrain and pharyngeal arches: comparison between control and rosiglitazone-treated groups. **(A)** Fluorescence imaging of 4.5 dpf embryos after incubating 2.5 dpf embryos for 2 days in Holtfreter's solution containing rosiglitazone or DMSO (with solution change every 24 h). TUNEL assay (red signal) shows apoptotic cells in the midbrain and hindbrain of control and rosiglitazone-treated groups (dorsal view). The midbrain region is indicated by a white dotted circle, while the hindbrain region is marked by a green dotted circle. **(B)** Statistical analysis of apoptotic cells in the midbrain and hindbrain ($n > 3$, ns). **(C)** TUNEL assay (red signal) detecting apoptotic cells in the pharyngeal arches of control and rosiglitazone-treated groups (lateral view). The pharyngeal arches region is outlined by a green dotted circle. **(D)** Statistical analysis of apoptotic cells in the pharyngeal arches ($n > 3$, ns). Scale bar, 100 μ m. ns indicates no significant difference, $P > 0.05$.

Supplementary Tables

Supplementary Table S1. The gRNA sequence for *noc4l* gene.

Name	gRNA
<i>noc4l</i>	GTGAACACTACAACCTTTCCCA

Supplementary Table S2. The primers for Q-PCR.

Name	Primer
<i>noc4l</i> F	5'-CTTTCCAAGTCAAGGAGACATCGCT-3'
<i>noc4l</i> R	5'-GTATCGCACTGAACTCATGACGTAG-3'

Supplementary Table S3. The genotyping primers for PCR.

Name	Primer
<i>noc4l</i> F	5'-AGGAAGTGTCTCTTTGCCATATGTA-3'
<i>noc4l</i> R	5'-AAATGTACAACATAAAGTACGTTGG-3'
<i>noc4l</i> mutF	5'-GGACTGGAGTGAACACTACAAC <u>TTTCC</u> -3'
<i>noc4l</i> mutR	5'-CAGGGCCTGTATGAGCTCCCTG <u>GGAAA</u> -3'

Supplementary Table S4. The primers for WISH.

Name	Primer
<i>noc4l</i> F	5'-ACATTCCCAACCAAGCATCA-3'
<i>noc4l</i> R	5'-CCTTCAGTTCTCGCTCCATT-3'
<i>emg1</i> F	5'-GCGTCTTGTCGTTGTTTTAGAAGGA-3'
<i>emg1</i> R	5'-AATGAGTCTTAACAAACGCTGAGGG-3'
<i>nop14</i> F	5'-ATCGTGCAGATTCTGGATTATGGGA-3'
<i>nop14</i> R	5'-TCAACAAAACACTTCAACAGGTCTG-3'

Supplementary Table S5. The primers for cloning zebrafish *noc4l* and mouse *Pparg*.

**Name**	**Primer**
<i>noc4l</i> F	5'-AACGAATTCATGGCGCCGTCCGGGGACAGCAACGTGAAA-3'
<i>noc4l</i> R	5'-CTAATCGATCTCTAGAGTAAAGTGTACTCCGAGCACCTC-3'
<i>Pparg</i> F	5'-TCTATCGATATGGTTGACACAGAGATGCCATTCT-3'
<i>Pparg</i> R	5'-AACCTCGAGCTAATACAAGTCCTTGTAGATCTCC-3'

Supplementary Table S6. The primers for northern blotting.

**Name**	**Primer**
5'ETS probe F	5'-CCGGTCTACCTCGAAAGTC-3'
5'ETS probe R	5'-CGAGCAGAGTGGTAGAGGAAG-3'
ITS1 probe F	5'-CTCGGAAAACGGTGAACCTG-3'
ITS1 probe R	5'-GTGTTCGTTTCAGGGTCCG-3'
ITS2 probe F	5'-CCTAAGCGCAGACCGTCAC-3'
ITS2 probe R	5'-AGCGCTGGCCTCGGAGATC-3'

How the deposited data were processed for this re-analysis (not part of the article)

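Heads of zebrafish siblings and noc4l mutants at 5 dpf were measured by RNA-seq and by Ribo-seq, with 1 library for each of 4 conditions. The submitters' processing notes name HISAT2 for alignment and featureCounts for counting. Their versions, the genome build, the annotation release and the handling of rRNA and of reads with several positions are not given in the sources used here. The authors deposited, for each gene and genotype, an estimated count, with FPKM in the RNA-seq table and TPM in the Ribo-seq table. The estimated counts the authors deposited are not all whole numbers. The authors also deposited a log2 fold change, a p-value and an FDR. That log2 fold change was checked to be the ratio of their FPKM or TPM columns with values under 0.001 set to 0.001, and in the Ribo-seq table it compares footprints, not translation efficiency. The deposited TPM include the 4 most abundant loci. Reads were not used here.

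Estimated counts summed to 15018488 in the RNA-seq sibling library, 17395024 in the RNA-seq mutant library, 12181415 in the Ribo-seq sibling library and 19823996 in the Ribo-seq mutant library. A row of the Ribo-seq table without a gene ID, with 0.00303% of the sibling and 0.000746% of the mutant counts, was left out. The RNA-seq table holds 26662 gene IDs, of which 1465 carry an assembler's name, and the Ribo-seq table 25196. Symbols were taken from the Ribo-seq table by Ensembl gene ID and otherwise from an annotation table, in which 23499 RNA-seq IDs and 23498 Ribo-seq IDs were found. Where several IDs shared a symbol, a gene list used the ID with the most counts.

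Counts were scaled by TMM (edgeR 4.0.16, R 4.3.3), with factors of 0.972 and 1.03 for the RNA-seq sibling and mutant libraries and 0.781 and 1.28 for the Ribo-seq libraries. The log2 ratio of mutant to sibling was taken from CPM after 0.5 counts were added. The rest was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures in matplotlib 3.10.9. The comparisons were RNA-seq mutant against sibling, Ribo-seq mutant against sibling, and the ratio of both, translation efficiency. Each library forms its own group, so no test was made, and a gene was counted as higher or lower at a ratio of 2 or more. It had to have at least 100 counts over both libraries of an assay, and for translation efficiency in each assay. This kept 17243 genes in RNA-seq, 15729 in Ribo-seq and 14455 in translation efficiency. Counts have exact Poisson intervals, ratios exact conditional binomial intervals, shares Clopper-Pearson intervals and translation efficiencies intervals from the Poisson error of the 4 counts, all at 95%. These cover counting error and not the spread between fish. Intervals of fold enrichments are binomial intervals over genes that treat genes as independent, and they do not measure that spread either. A count of 0 was set against a floor of 3 counts in its library.

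KEGG pathways were those the authors' deposited tables annotate. They were ordered by Fisher's exact test for more genes than expected, with the measured annotated genes as background (6685 in RNA-seq, 6506 in Ribo-seq and 5996 in translation efficiency) and pathways of at least 5 of them. Only the order, the observed and expected numbers and the fold enrichment are printed, since p-values across genes of 1 library per genotype do not measure variation between fish. Pathways of Fig. 5B that these annotations do not hold, such as motor proteins, have no value here. A set of 35 gene lists was written before the data were examined, and 1370 of their 1475 genes were found. The median log2 ratio of each list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries.

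The genes named were set by a rule written before the data were examined. They are noc4l, the genes the paper names, the 10 genes with the largest ratio in each direction of each comparison (with a symbol that is not a clone name and a mean CPM of at least 5 in the higher library), and the measured PPAR and p53 pathway genes past the size rule. Of each list or pathway described, up to 4 of the most abundant members and up to 4 of those with the largest ratio were added. The 4 abundant loci of the Ribo-seq libraries, and pathways other than those of the paper, were chosen after their values were seen.

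The size rule was tested on simulated data, Poisson counts around the sibling profile with the abundant loci as observed. In RNA-seq 17140 genes passed the count minimum, and 100% of genes set 2.8-fold or 4-fold higher, or to 0.357 or 0.25 of their level, were called, with 0.0059% of the others. In Ribo-seq 14463 genes passed, 97.7% of genes set to 0.357 were called, 100% of those set to 0.25, 2.8 or 4, and 0.0070% of the others. In translation efficiency 13421 genes passed, and 98.3% of genes set lower, 100% of those set higher and 0.061% of the others were called. The simulation holds counting error alone. Changed genes were drawn from those with observed counts above the minimum, and all were set past 2-fold. Recovery near 100 counts or near a ratio of 2 was therefore not tested. The simulated Ribo-seq mutant library summed to 13590640 counts against 19823848 observed, so the abundant loci held a larger share of it than in the data.

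Alternatives set before the data were examined were DESeq2 size factors (DESeq2 1.42.0), total counts, minimums of 10 counts and of 1 count, the authors' deposited comparisons over the same genes with adjusted p, unadjusted P or no minimum fold, ratios of TPM and FPKM with 1 added, another pathway background, and leaving out the genes of liver, exocrine pancreas, intestine and skeletal muscle lists (236 genes). That adjusted p was computed here by the Benjamini-Hochberg method from the authors' P values, over the genes past the count minimum. Alternatives added after seeing the data were total counts without the 4 most abundant loci, TPM over FPKM with nothing added, counting intervals beyond a 2-fold ratio, and pathways of genes in the authors' deposited tables. Western blots, microscopy, in situ hybridization and the rescue experiments were not analysed here. Results of 3 single genes are not reported here.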

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

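The tests of liver genes without a metabolic annotation, of the 4 abundant loci and of digestive organ genes in the sibling Ribo-seq library were chosen only after their results were seen. The values in the next paragraph belong to groups of genes whose RNA and footprint levels the paper does not discuss. They lie outside the middle 95% of random lists, apart from footprint medians named there as inside it.

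In RNA-seq, cardiac muscle genes had a median log2 ratio of mutant to sibling of 0.60. The same list had -0.43 in footprints and -0.97 in translation efficiency. In footprints, the median was 0.86 for small-subunit ribosomal proteins, 0.76 for large-subunit ribosomal proteins, 0.70 for mitochondrially encoded genes and 0.40 for retinal pigment epithelium and pigment cells. In translation efficiency, it was 1.33 for small-subunit ribosomal proteins, 1.26 for large-subunit ribosomal proteins and 0.98 for mitochondrially encoded genes. It was 0.54 for macrophages and microglia, 0.48 for photoreceptors, 0.46 for retinal pigment epithelium and pigment cells and 0.43 for nuclear-encoded oxidative phosphorylation. RNA was lower for macrophages and microglia (median -0.92), photoreceptors (-0.29) and nuclear-encoded oxidative phosphorylation (-0.38). The footprint medians of these lists were -0.16, 0.13 and 0.05, inside the range of random lists. Their higher translation efficiency thus came with lower RNA and not with footprints above random lists. Of 12 macrophage and microglia genes, 0 were higher and 0 lower in translation efficiency.

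More metabolic and PPAR pathway genes were lower than higher in the mutant RNA-seq library. Of 1500 metabolic pathway genes 226 were lower and 26 higher, and of 83 PPAR pathway genes 24 were lower and 1 higher. Liver markers without a metabolic annotation were lower too, with a median log2 ratio of -1.27 (bootstrap interval -1.71 to -1.09, 46 genes), as less digestive organ tissue in the mutant heads would give. PPAR pathway genes outside the lists of liver, exocrine pancreas, intestine and skeletal muscle had -0.25 (-0.49 to -0.14, 75 genes), at the edge of the bound set against a change in other tissues. Yet 17 of them were lower and 1 higher, so such a change stays open. A gene outside these marker lists can still be expressed mainly in a digestive organ, so these values cannot place the change in another tissue. The enrichment without organ list genes was 3.65-fold (2.22 to 5.44, with genes treated as independent). In siblings, genes of these organs had a median log2 ratio of Ribo-seq to RNA-seq CPM of -3.52 (-3.68 to -3.21, 130 genes), but against all genes mutants were low too (liver -3.97 and siblings -2.20, pancreas -3.63 and -2.99, intestine -3.15 and -4.14), and a deficit both genotypes share cancels in translation efficiency, so whether tissue content moves it stays open. The smaller liver the paper describes at 3.5 dpf, heads separated from the body at another level and lower expression per cell all stay open.

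Most genes were higher in the authors' Ribo-seq fold changes. When the 4 most abundant loci were left out and the counts were scaled by their new totals, the median log2 ratio of all 15729 measured genes was 0.0090 (0.0022 to 0.015). The authors' fold changes are ratios of TPM, which sum to the same total in both libraries. These loci held 68.7% of that total in the sibling library and 33.7% in the mutant library. Their larger combined share in siblings therefore raises the mutant to sibling ratios of the other genes by construction. No biological explanation was tested for this larger share. Whether these loci differ between genotypes or only between library preparations stays open.

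Ribosomal protein genes had higher translation efficiency, with a median of 1.29 over 81 genes. Random lists matched on expression and on length had medians up to 0.29 at their upper bound, and 0% of them reached 1.29, which argues against gene length as the cause. A mixed list of translation factors and other genes whose mRNAs are often regulated together with those of ribosomal proteins had a median of 0.37 (0.18 to 0.82, 34 genes, 26 above 0; of the 5 above 1, only eif3f encodes an initiation or elongation factor), between the bounds set for and against a change across the translation machinery. Such a change may underlie the pattern, and it cannot be told apart from a difference between the preparations of the libraries, because each genotype has 1 of each. Reads shared among pseudogenes and paralogs were not tested.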

How the results depend on the processing

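Alternatives were set before the data were examined, apart from TPM over FPKM with nothing added, counting intervals beyond 2-fold, total counts without the 4 abundant loci and pathways of genes in the authors' deposited tables, which were chosen after seeing the data. Among single-gene values past the 2-fold rule, DESeq2 size factors left all 577 within their counting intervals, and total counts left 252 of 577 there with no sign reversed. Smaller ratios can change sign with total counts, as for the translation efficiency of noc4l. In RNA-seq, a minimum of 10 counts gave 1233 higher and 2051 lower genes, a minimum of 1 count 1885 and 2935, and the authors' adjusted p with no minimum fold 5574 and 3575. In Ribo-seq, total counts gave 3474 and 200, a minimum of 10 counts 953 and 1545, of 1 count 1366 and 2410, the authors' adjusted p 9771 and 152, their unadjusted P 9776 and 152, and no minimum fold 13293 higher genes. In translation efficiency, total counts gave 2889 and 120, a minimum of 10 counts 1482 and 1429, of 1 count 2187 and 2204, TPM and FPKM with 1 added 5255 and 37, with nothing added 7038 and 72, and intervals beyond 2-fold 202 and 175. Lower minimums admit more genes by construction, and total counts shift all Ribo-seq ratios alike. The share of the 4 abundant loci shifts ratios of the deposited TPM. Other causes were not tested. With total counts, 298 of the genes with higher and 200 of those with lower footprints were shared with TMM. Total counts without the 4 abundant loci gave 283 and 589 in footprints and 360 and 654 in translation efficiency.

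The fold enrichment of metabolic pathways in RNA-seq was 1.53 from the authors' calls over the whole table, and that of cytokine-cytokine receptor interaction 3.26 with all annotated genes as background and 3.00 from the authors' calls. Metabolic pathways among genes with lower translation efficiency had 1.94 from the authors' lower footprints and 1.23 from TPM over FPKM. noc4l had -2.97 in footprints from deposited TPM, and its translation efficiency was 1.31 from TPM and FPKM with 1 added. Signs reversed in that last setting for the translation efficiency of c3b.2 (0.15), crp3 (0.76), gc (1.05), pparda (0.010) and timp2b (0.15), and the cause was not tested. In the authors' deposited comparison the footprint ratio of scp2a went from -1.05 to 0.029. The median footprint ratio of all measured genes was 1.11 there and 0.02 with TMM, a shift large enough to reverse scp2a. Over all candidate genes for naming, the authors' deposited comparison reversed 9 of 405 values and TPM and FPKM with 1 added 14 of 172. Of the 35 lists, 18 lay below and 7 above random lists in RNA-seq with TMM, and 19 and 7 with total counts. Numbers for TE lists were 8 and 11 under TMM, DESeq2 size factors and total counts.

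No paired analysis was possible because each condition has 1 library. For the same reason the DESeq2 and edgeR tests, leaving out a replicate and camera gave no value. The authors' deposited values hold no translation efficiencies, so their comparison and the unadjusted P gave none there, nor did pathways from DESeq2 calls. Settings for tables with FPKM only did not apply. Depth limits genes near 100 counts, such as pparda with 61 and 146 footprint counts.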

Differences from the paper's values

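None of the comparisons below was chosen after seeing the result, apart from the settings named as added. The paper's value for downregulated genes of the PPAR signaling pathway in Ribo-seq is 12. Read as lower translation efficiency, the number here was 3 of 70. Of the alternatives set before the data were examined, a minimum of 10 counts gave 10 and a minimum of 1 count gave 12, within 1.5 times the paper's value, whereas DESeq2 size factors gave 3, total counts 1 and TPM and FPKM with 1 added 1. Read as lower footprints, the number here was 6 of 75. A minimum of 10 counts gave 15 and of 1 count 16, within 1.5 times the paper's value, whereas DESeq2 size factors gave 6, total counts 4, leaving out organ list genes 3, the authors' deposited comparison with adjusted p 2, with unadjusted P 2 and with no minimum fold 5. The authors' lower footprints over the whole deposited table, a setting chosen after seeing the values, gave 10 at the paper's thresholds, and which genes the paper counted is not listed in its text, so shared genes could not be counted. The size rule here has no p-value, unlike the paper's threshold.

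The paper states that genes with reduced translation efficiency were enriched mainly in metabolic pathways. Here metabolic pathways ranked 139 of 323 among genes with lower translation efficiency, at 0.88 of the number expected, and ranked 5 among genes with higher translation efficiency. Among the authors' lower footprints, a setting chosen after seeing the values, they ranked 4. The paper places PPAR signaling sixth by enrichment in Ribo-seq. It ranked 60 here for lower translation efficiency, 10 for the authors' lower footprints and 36 for TPM over FPKM (1 gene), both also chosen after seeing the values. For drug and retinol metabolism the paper states enrichment in both assays. In RNA-seq they ranked 3 to 9 among lower genes, and in translation efficiency 0 of 36 and 0 of 47 genes were lower, with drug metabolism by other enzymes at rank 53. Among lower footprints the latter ranked 11 and drug metabolism by cytochrome P450 ranked 19.

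The paper describes its PPARγ protein result as matching Ribo-seq. The footprints of pparg were lower with TMM (-0.80) and higher in the authors' deposited table (0.28), and its translation efficiency ratio was 0.12 with TMM and 0.76 with total counts. The paper states that Ribo-seq showed no change related to p53. Footprints of 5 p53 pathway genes were higher here (rank 17 of 331) and all 5 were higher in RNA, while footprints of 8 were lower. In translation efficiency, p53 signaling ranked 22 of 323 for lower and 160 for higher genes. The paper's numbers of higher genes read by eye were about 10 for p53 signaling and about 17 for cytokine-cytokine receptor interaction in Fig. 7A, and those here, 8 and 16, differed by less than 1.5 times.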

Other observations

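No test in this part was chosen after its result was seen, but the systemic lupus erythematosus pathway was picked after its rank was seen. Footprints of many cell cycle and histone genes were lower in the mutant library. Of 58 genes of cell cycle and DNA replication, 22 were lower in footprints (median log2 ratio -0.85) and 5 in RNA (median -0.58), with none higher. Total counts gave a footprint median of -0.14. The proliferation marker mki67 had -1.24 (95% counting interval -1.37 to -1.11) in footprints and -0.61 (-0.69 to -0.54) in RNA, and the replication clamp pcna had -0.90 (-0.98 to -0.82) and -0.94 (-1.01 to -0.87). The KEGG systemic lupus erythematosus pathway, which consists largely of histone genes, ranked 1 of 331 for lower footprints, with 58 of 95 genes (13.1-fold enrichment). Only 12 of its genes passed the count minimum in RNA, and 1 of them was lower. The RNA values therefore do not show whether RNA of the other genes changed. How reads shared between histone genes of similar sequence were counted is not given in the sources used here. Erythroid genes had medians of -0.87 in RNA and -0.88 in footprints, where total counts gave -0.16. rag1, the recombinase gene of developing lymphocytes, had -1.96 (-2.35 to -1.59) in RNA, with 66 footprint counts in the sibling library and 19 in the mutant library. myb, a gene of blood progenitors, had -0.21 (-0.43 to 0.01) in RNA and -1.53 (-1.81 to -1.25) in footprints.

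At 5 dpf the medians of cartilage genes lay above the range of random lists, and those of neuron genes lay inside it. Cartilage genes had medians of 0.47 in RNA and 0.49 in footprints, where 1 of 34 was lower and 3 were higher. col2a1a, the main cartilage collagen, had 0.45 (0.42 to 0.48) and 0.49 (0.48 to 0.51), and acana, which encodes aggrecan, was 2.51-fold higher in RNA and 2.15-fold higher in footprints. Neuron genes had medians of 0.08 and 0.11, with 2 of 61 lower in RNA, 2 of 65 lower in footprints and none higher. Random lists ranged from -0.12 to 0.11 in RNA and from -0.04 to 0.14 in footprints, so neuron genes as a list were not raised. Neural progenitor and radial glia genes had -0.15 in RNA, inside the range of their own random lists, and -0.12 in footprints, below it. The neuronal genes elavl3 and map2 had RNA ratios of -0.04 (-0.12 to 0.03; 0.04 with total counts) and 0.13 (-0.01 to 0.28), pax2a had -0.25 (-0.53 to 0.03) and olig2 -0.09 (-0.45 to 0.27). The oligodendrocyte lineage had -0.50 in RNA and bone -0.48. Lens genes had -0.07 in RNA, where total counts gave 0.02, and in footprints 18 of 37 were lower and 3 higher. Skeletal muscle genes had a median of 0.32 in RNA, with 14 of 92 higher and 3 lower. In footprints their median was -0.45, with 18 of 89 lower and 0 higher, and with total counts it was 0.26. The paper's in situ hybridization and reporter results are for other ages or for protein. At 5 dpf the paper also reports fewer ceratobranchial cartilages by Alcian blue and fewer cortical cells in sections. Those measure tissue and cells, and shares of counts say nothing about the size of a tissue.

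A smaller share of nervous and eye tissue in the mutant heads would raise genes of all other head tissues alike, and this was tested for cartilage. In RNA the neuron list itself was not lower (median 0.08). Photoreceptors (-0.29), the oligodendrocyte lineage (-0.50) and neural progenitors (-0.15) lay below 0. The median of the bone list lay -0.96 from that of the cartilage list (bootstrap interval -1.14 to -0.69, 11 genes), which argues against all other tissues being raised alike. Epidermis, at -0.25 in RNA, also lay more than 0.5 below cartilage, but skeletal muscle (0.32) and cardiac muscle (0.60) lay within 0.3 of it, so a shift shared by some tissues stays open. A change within cartilage, or between parts of the head, may remain, and neither was tested.

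Of 14455 genes measured in both assays, 368 were higher in RNA, 252 in footprints and 104 in both, against 6.42 if the assays were independent. In RNA 526 were lower, in footprints 445 and in both 202, against 16.2. The ratios of translation efficiency share the RNA counts with these ratios, so errors in RNA move both. bmb had 29 and 1011 RNA counts and a footprint ratio of 4.17 (3.53 to 5.00). The iron hormone gene hamp had 5 and 206 RNA counts. crp3, a C-reactive protein gene, had 0 footprint counts in the mutant library. With the 0 set to a floor of 3 counts it was 119-fold lower than in siblings (lower end of the counting interval 94.9-fold).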
